# L-arginine Supplementation Improves Responses to Injury and Inflammation in Dextran Sulfate Sodium Colitis

**DOI:** 10.1371/journal.pone.0033546

**Published:** 2012-03-12

**Authors:** Lori A. Coburn, Xue Gong, Kshipra Singh, Mohammad Asim, Brooks P. Scull, Margaret M. Allaman, Christopher S. Williams, Michael J. Rosen, M. Kay Washington, Daniel P. Barry, M. Blanca Piazuelo, Robert A. Casero, Rupesh Chaturvedi, Zhongming Zhao, Keith T. Wilson

## Abstract

Inflammatory bowel disease (IBD), consisting of Crohn's disease and ulcerative colitis (UC), results in substantial morbidity and is difficult to treat. New strategies for adjunct therapies are needed. One candidate is the semi-essential amino acid, L-arginine (L-Arg), a complementary medicine purported to be an enhancer of immunity and vitality in the lay media. Using dextran sulfate sodium (DSS) as a murine colonic injury and repair model with similarities to human UC, we assessed the effect of L-Arg, as DSS induced increases in colonic expression of the *y* ^+^ cationic amino acid transporter 2 (CAT2) and L-Arg uptake. L-Arg supplementation improved the clinical parameters of survival, body weight loss, and colon weight, and reduced colonic permeability and the number of myeloperoxidase-positive neutrophils in DSS colitis. Luminex-based multi-analyte profiling demonstrated that there was a marked reduction in proinflammatory cytokine and chemokine expression with L-Arg treatment. Genomic analysis by microarray demonstrated that DSS-treated mice supplemented with L-Arg clustered more closely with mice not exposed to DSS than to those receiving DSS alone, and revealed that multiple genes that were upregulated or downregulated with DSS alone exhibited normalization of expression with L-Arg supplementation. Additionally, L-Arg treatment of mice with DSS colitis resulted in increased *ex vivo* migration of colonic epithelial cells, suggestive of increased capacity for wound repair. Because CAT2 induction was sustained during L-Arg treatment and inducible nitric oxide (NO) synthase (iNOS) requires uptake of L-Arg for generation of NO, we tested the effect of L-Arg in iNOS^−/−^ mice and found that its benefits in DSS colitis were eliminated. These preclinical studies indicate that L-Arg supplementation could be a potential therapy for IBD, and that one mechanism of action may be functional enhancement of iNOS activity.

## Introduction

Inflammatory bowel disease (IBD) is postulated to arise from the interplay between luminal bacteria and the colonic mucosa [1], [2]. There are two major forms: ulcerative colitis (UC) and Crohn's disease and approximately 1.4 million Americans are affected [1], [2]. The mechanisms underlying the abnormal immune system response continue to be investigated with the hope that new therapeutics may arise from a better understanding of pathophysiology. There is growing interest by patients with diseases such as IBD in dietary supplements including macronutrient. One such supplement that has been extensively promoted in the lay media for enhancement of immunity and for use in a variety of health concerns is L-arginine (L-Arg), and it is therefore used orally as a complementary/alternative medicine. L-Arg is a semi-essential amino acid that is important in protein synthesis. Because L-Arg can be synthesized by the body, dietary intake of arginine is not essential to maintain nitrogen balance in normal adults [3]. However, total body L-Arg may become depleted under stressful conditions [4], [5].

Cellular uptake of L-Arg is an active transport process mediated primarily by cationic amino acid transporter (CAT) family proteins, also known as *y* ^+^ transporters [6]. CAT proteins 1–4 have been described. CAT2 is the inducible transporter, and is known to be upregulated in macrophages upon immune activation [7], [8], while CAT1 is constitutively expressed [8]. The potential importance of CAT3 and CAT4 is poorly understood [9], [10]. CAT proteins, in particular, are subject to competitive inhibition by L-ornithine (L-Orn) and L-lysine (L-Lys) [9], [10], [11]. L-Arg is a substrate for four enzymes, some of which exist as multiple isoforms: arginase, nitric oxide (NO) synthase (NOS), arginine: glycine amidinotransferase, and arginine decarboxylase [12]. Arginase enzymes are the endogenous antagonists to inducible NOS (iNOS) because they compete for the same L-Arg substrate by metabolizing it to L-Orn and urea [13], whereas iNOS metabolizes L-Arg to NO and L-citrulline (L-Cit). There are two isoforms of arginase: arginase I (Arg1) is abundant in liver and is important for the urea cycle, and arginase II (Arg2) is abundant in kidney and localizes to mitochondria [14], [15]. L-Orn is used by ornithine decarboxylase (ODC) to produce the polyamine putrescine, which is then converted into the polyamines spermidine and spermine by constitutively expressed spermidine and spermine synthases, respectively. Notably, polyamines have been associated with mucosal protection in the gastrointestinal tract [16], [17] including intestinal epithelial cell migration [18]. L-Orn can also be acted upon by ornithine aminotransferase (OAT) to produce L-proline (L-Pro) [19], [20]. L-Pro is an important precursor in collagen synthesis and has been demonstrated to be involved in wound healing and cell migration in fibroblasts [21], and in bovine retinal pigment epithelial cells [22].

There is literature suggesting that L-Arg metabolism in the alimentary tract is altered in animal models of ischemic colitis and inflammatory bowel disease [23]. In a rat model, L-Arg supplementation attenuated the degree of tissue damage in intestinal ischemia and promoted healing of intestinal mucosa [24]. We have previously shown that in the *Citrobacter rodentium* infection model of murine colitis there is a significant decrease in the serum L-Arg concentration versus control mice, and that L-Arg supplementation is clinically beneficial while inhibition of polyamine synthesis is deleterious [25]. We have also reported increased serum concentrations of L-Arg in patients with severe UC, but relative arginine availability [26] was not increased in these subjects due to the concomitant increase in serum L-Orn and L-Lys [27], the competitive inhibitors for L-Arg transport [10], [11], [27].

Although the precise mechanisms underlying the inflammation and immune responses in IBD are still being investigated, various inflammatory mediators, including proinflammatory cytokines have been implicated in the disease process [28]. In particular, increased secretion of proinflammatory cytokines is thought to be important for exacerbation of IBD. A number of therapeutic approaches targeting these factors are available. Administration of an anti-TNF-α antibody in mice [29], [30] and in humans (Infliximab) has demonstrated efficacy [31], [32], [33], but these treatments are often complicated by significant adverse effects and expense. Additionally, anti-TNF-α therapies have limited effectiveness with a therapeutic response in only about half of patients [34], indicating the need to target more than just TNF signaling.

Therefore, ongoing research into new treatment approaches, including micronutrient supplements, may be useful. For example, in our previous study in *C. rodentium* colitis in mice, L-Arg supplementation led to decreased proinflammatory cytokine mRNA levels [25]. This led to our goal of assessing the role of L-Arg in more depth in the regulation of injury and inflammation in a model of experimental colitis that has dysfunction of epithelial integrity and immune dysregulation. Dextran sulfate sodium (DSS) is a heparin-like polysaccharide that has been successfully used to induce colonic mucosal injury in mice [35]. We selected this model for the current study because DSS-induced colitis exhibits characteristics resembling human UC, including weight loss, severe diarrhea, rectal bleeding, loss of epithelium followed by ulceration and leukocyte infiltration [35], [36]. DSS has been linked to direct epithelial cytotoxicity and interference with the normal interaction between intestinal lymphocytes and epithelial cells [35], [37], [38].

We now report that in the DSS murine model of colonic injury, oral L-Arg treatment improves clinical parameters as well as proinflammatory cytokine and chemokine responses. Furthermore, we show a reduction in the tissue myeloperoxidase-positive inflammatory cell infiltrate, improved mucosal integrity, and enhanced epithelial cell migration. Genomic analysis by microarray revealed multiple differentially expressed genes after exposure to DSS and many of these changes were abrogated with L-Arg supplementation. Similarly, Luminex-based profiling revealed that multiple proinflammatory cytokines and chemokines upregulated by DSS were restored to normal levels with L-Arg treatment. We also show that iNOS-deficient mice exhibited loss of the salutary effects of L-Arg, implicating the iNOS/NO pathway in the healing phase of DSS colonic injury.

## Materials and Methods

### Ethics statement

This study was carried out following recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of Vanderbilt University (Protocol Number M/08/124). The study was also approved by the Research and Development Committee of the Veterans Affairs Tennessee Valley Healthcare System.

### Animals

iNOS^−/−^ C57BL/6 mice were originally obtained from The Jackson Laboratory (Bar Harbor, ME) and bred in our facility. Six-week-old wild-type (WT) C57BL/6 mice were purchased from The Jackson Laboratory. Only male mice were used for experiments, and all mice were used at 7 weeks of age. Animals were maintained on a 12 h light/12 h dark cycle under biosafety level 2 conditions. The mice had *ad libitum* access to a standard diet and water until reaching the desired age for experiments.

### Induction of DSS colitis

DSS (MW 36,000–50,000, MP Biomedical, Solon, OH) was added to the drinking water of the mice [39] for 6 or 7 days, as indicated in the Results. The final concentration was 4% (wt/vol). Mice were allowed free access to water during the experiment. On the day of sacrifice, the colons were removed, and after the length was measured, they were rinsed clean, blotted dry, weighed and Swiss-rolled for histology. In addition, two proximal and two distal 2 mm^2^ samples were reserved from each colon, and one from each region was combined. Of these, one set of samples was placed in RNAlater® (Ambion, Austin, TX) for RNA analysis. The second set was snap-frozen and used for protein analysis or amino acid profiling.

### L-arginine

In all *in vivo* experiments, L-Arg (Sigma-Aldrich, St. Louis, MO, catalogue number A8094) was administered as a 1% (wt/vol) solution in the drinking water. L-Arg was used for 4 days after 6 days of DSS.

### Survival and body weight measurement

To assess the effect of DSS treatment on the mice, survival and changes in body weight of the animals were monitored daily over the course of colitis development. Mice were monitored throughout the experiment and any that showed extreme distress, became moribund, or lost more than 20% of initial body weight were euthanized.

### Assessment of histological score

Swiss-rolled colons were formalin-fixed and paraffin-embedded, and 5 µm sections were stained with hematoxylin and eosin and examined in a blinded manner by a gastrointestinal pathologist (MKW). Tissues were scored on a 0–40 scale based on the parameters of inflammation severity (0–3), inflammation extent (0–3), and crypt damage (0–4) each multiplied by the percent involvement (1 = 0–25%; 2 = 25–50%; 3 = 50–75%; and 4 = 75–100%) as described previously [36], [40], [41].

### mRNA analysis

mRNA was isolated as described [36]. Then, 1 µg of RNA was reverse-transcribed using an iScript cDNA synthesis kit (Bio-Rad, Hercules, CA). Each PCR reaction was performed with 2 µl of cDNA and 2× LightCycler® 480 SYBR Green I Master Mix (Roche, Indianapolis, IN). Primers for β-actin were used as described [25], [42]. Primers for CAT1 [43], [44], [45], CAT2 [43], [44], [45], Arg1 [14], Arg2 [14], iNOS [42], and ODC [45], [46] were used as previously described. The sequences for OAT primers were as follows: (F) 5′ ACCATTGCTGCTCTGCTGCGCCG 3′, and (R) 5′ TGAAGTACTGCCTGCCTTCCACA 3′. The thermal cycling conditions and the method used to calculate relative expression have been described previously [44], [45], [46].

### Western blot analysis

Samples of frozen colon tissue were suspended in CelLytic™ MT Mammalian Tissue Lysis/Extraction Reagent (Sigma) containing EDTA-free Protease Inhibitor Cocktail Set III, and Phosphatase Inhibitor Set I (EMD Chemicals) and disrupted by three 10-second pulses of sonication at 40 W (Ultrasonic Processor GE 130PB, Hielscher). For each mouse, 80 µg of protein was resolved per lane on a 10% polyacrylamide gel (Bio-Rad) and transferred overnight onto PVDF. After blocking with 5% milk for 2 h, CAT1, CAT2, iNOS, Arg1, Arg2, ODC, and β-actin were detected by Western blotting as described [47]. CAT1 (67 kDa), CAT2 (80 kDa), iNOS (130 kDa), Arg1 (38 kDa), Arg2 (40 kDa), ODC (53 kDa), and β-actin (42 kDa) proteins were detected with the following antibodies: rabbit polyclonal CAT1 and CAT2 Abs (1/500; both from E. I. Closs, Johannes Gutenberg University, Mainz, Germany); rabbit polyclonal iNOS Ab (1/2000; BD Biosciences); rabbit polyclonal Arg1 Ab (1/200; Santa Cruz Biotechnology, Santa Cruz, CA); goat polyclonal Arg2 Ab (1/200; Santa Cruz Biotechnology, Santa Cruz, CA); goat polyclonal ODC Ab (1/500; Santa Cruz Biotechnology, Santa Cruz, CA); and mouse polyclonal β-actin Ab (1/10000; Sigma).

### Assessment of serum and tissue amino acid concentrations

Blood was collected at the time of sacrifice via cardiac puncture and placed in an empty microcentrifuge tube. The samples were placed on ice and were processed at 30 min. The samples were centrifuged for 10 min at 13,400×*g*. The supernatant was removed, aliquoted, snap frozen, and stored at −80°C until used for amino acid analysis.

Frozen colonic tissue (20–30 mg) was lysed in 250 µL of a 10% 5-sulfosalicylic acid solution (SSA) (wt/vol) with a mortar and pestle-type rotary homogenizer. The precipitated proteins were pelleted via centrifugation at 13,400×*g* for 10 min and the supernatant removed, snap frozen, and stored at −80°C for subsequent amino acid analysis. Protein concentration was measured in the lysates by the bicinchoninic acid (BCA) method as described [43].

Serum samples and tissue supernatants were provided to the Vanderbilt Hormone Assay Core for amino acid analysis via high performance liquid chromatography (HPLC). A dedicated Biochrom (Holliston, MA) 30 Amino Acid Analyzer equipped with an autosampler was used for the determination of amino acid concentrations. Serum samples were deproteinized with an equal volume of 10% SSA containing norleucine, which was added as an internal standard. Tissue supernatants were diluted 1∶1 with loading buffer containing norleucine. Amino acid separation was achieved utilizing a lithium citrate buffering system on an ion exchange column, followed with a ninhydrin post column derivatization at 135**°**C, and photometric detection. The peak areas at 440 nm and 570 nm were integrated using EZChrom software (Agilent Technologies, Santa Clara, CA).

The relative L-Arg availability was assessed in serum and tissues. This was determined by the arginine availability index (AAI) [27], calculated as [L-Arg]/([L-Lys]+[L-Orn]).

### Tissue L-arginine uptake

The uptake studies were initiated by adding 10 µL of [^14^C]-L-Arg (specific activity, 346 mCi/mmol) to the tissue for 5 min in phosphate-buffered saline (PBS). The tissue was then washed 3 times with cold PBS, and then lysed in 250 µL of radioimmunassay precipitation assay (RIPA) buffer with a mortar and pestle-type rotary homogenizer. The lysates were centrifuged for 20 min at 9,300×*g* and supernatants were collected. Then, 10 µL of the supernatant was added to 5 mL of scintillation fluid and the ^14^C content was determined in a scintillation counter. Protein concentration was measured in the lysate using the BCA method [43]. L-Arg transport values were expressed as pmol [^14^C]-L-Arg/min/mg protein.

### Assessment of colonic mucosal permeability

Two hours prior to sacrifice, mice were anesthetized with inhaled, 5% isofluorane and given 200 µL of an 80 mg/mL solution of fluorescein isothiocyanate (FITC)–dextran (Sigma Aldrich, St. Louis, MO) via rectum using a 1 mL syringe with a modified neonatal feeding tube. At the time of sacrifice, blood was obtained via cardiac puncture, placed in an empty microfuge tube, and placed on ice. The samples were centrifuged (9,300×*g* at 4°C) for 20 min. Serum (50 µL)was mixed with an equal volume of PBS and added to a black 96-well plate. The amount of fluorescence was determined by spectrophotofluorometry with an excitation wavelength of 482 nm and an emission wavelength of 528 nm using serially diluted samples of the marker as a standard in a BioTek (Winooski, VT) Synergy 4 plate reader.

### Immunohistochemistry for myeloperoxidase

Formalin-fixed and paraffin-embedded 5 µm sections of Swiss-rolled colons were stained with myeloperoxidase (MPO) prediluted polyclonal antibody (Biocare Medical, Concord, CA) per the manufacturer's protocols. Subsequently, the slides were incubated for 5 min at room temperature with 3,3′-diaminobenzidine (Biocare Medical, Concord, CA). The slides were examined in a blinded manner by a gastrointestinal pathologist (MBP). Tissues were scored as the number of MPO-positive cells per high-power field (HPF). A total of 20 HPFs were assessed for each section. The scores were then averaged for each section.

### Assessment of tissue polyamine concentrations

Frozen colonic tissue (20–30 mg) was lysed in 500 µL RIPA buffer with a mortar and pestle-type rotary homogenizer. Protein concentration was measured in the lysate, using the BCA method [43]. Polyamine levels in the tissue samples were determined by precolumn dansylation reverse phase HPLC as reported previously [25], [43], [45].

### Tissue cytokine and chemokine analysis

Colon tissues were reserved for protein analysis as described above. The tissues were lysed in RIPA buffer with a mortar and pestle-type rotary homogenizer, and used for Luminex assay as described [48]. The lysates were then assessed by a BioPlex® (Bio-Rad, Hercules, CA) multiplex bead-based antibody detection kit according to the manufacturer's protocols [49]. Protein concentration was measured in the lysate using the BCA method as described [43].

### Microarray assessment

RNA samples were prepared from colon tissues as described above. Each sample was quantified on the Nanodrop ND-1000 Spectrophotometer (ThermoFisher Scientific, Willmington, DE) according to the manufacturer's protocols and as described in Supplemental Methods (Methods S1). Sample integrity was assessed (Methods S1) using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) according to the manufacturer's protocols. All of our samples had an RNA Integrity Number (RIN) of >9 (scale 0–10). The reactions, hybridization, and data processing were performed in the Vanderbilt Genome Sciences Resource using the Ambion Whole Transcript Reaction kit following the manufacturer's protocol. Three biologic replicates were profiled for each treatment group. The microarray data were normalized using the robust multichip average (RMA) method [50], [51]. Additional details about the microarray techniques are provided in Methods S1.

### Analysis of microarray results

Hierarchical clustering of global gene expression patterns was performed. First, the 12 total samples were clustered using complete linkage analysis by the expression values of the probes to examine the inter- and intra-group relationships. This information was used to visually display the relationships based on all the probes present. Differentially expressed genes (DEGs) were selected by both a *p* value<0.01 based on Significance Analysis of Microarrays (SAM) [50], [52], and fold change >2. An ANOVA analysis was performed to identify the DEGs among the control, L-Arg, DSS, and DSS+L-Arg groups. To identify groups of genes induced or downregulated by DSS that were then altered by L-Arg supplementation, hierarchical clustering using a Pearson correlation as the similarity metric of the mean of each group was performed. Based on the gene expression values, four clusters were characterized from the hierarchical dendrogram. From this clustering, we were able to identify 4 distinct gene expression patterns. The functional features of the DEGs were evaluated using Ingenuity Pathway Analysis. The microarray data follow MIAME requirements and have been deposited in the NCBI Gene Expression Omnibus (GEO) database and can be accessed at the following link (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=btwzpmaqccysany&acc=GSE34874).

### Confirmation of microarray results by PCR

Confirmation of the gene expression values was performed on the same RNA samples that were used for the microarray analysis. We chose 4 genes to test. mRNA was isolated as previously described. Then, 1 µg of RNA was reverse-transcribed using an iScript cDNA synthesis kit (Bio-Rad, Hercules, CA). Each PCR reaction was performed with 2 µL of cDNA and 2× LightCycler® 480 SYBR Green I Master Mix (Roche, Indianapolis, IN). Primers for β-actin were used as described [25], [42]. The sense and anti-sense primer sequences were as follows: MMP-3 5′-GAAGAAGATCGATGCTGCCA-3′ and 5′-AGATCCACTGAAGAAGTAGAG-3′, MMP-10 5′-GCTGTTTTTGAAAAGGAGAAGAA-3′ and 5′-AGTATGTGTGTCACCGTCCT-3′, MMP-13 5′-GCGGTTCACTTTGAGAACAC-3′ and 5′-GCATGACTCTCACAATGCGA-3′, and IL-6 5′-TCCACGATTTCCCAGAGAAC-3′ and 5′-AGTTGCCTTCTTGGGACTGA-3′. The thermal cycling conditions and the method used to calculate relative expression have been described previously [44], [45], [46].

### Assessment of epithelial proliferation

Mice were given an intraperitoneal injection of 5-bromo-2′-deoxyuridine (BrdU; 150 µL of a 10 mg/mL solution) 90 min prior to sacrifice. The colon was obtained for epithelial cell isolation and staining for E-cadherin as an epithelial cell marker as previously described [36]. The isolated epithelial cells were then stained for BrdU using the APC BrdU Flow Kit (BD Biosciences, San Jose, CA) per the manufacturer's protocols. The percentage of BrdU positive, E-cadherin positive cells was assessed by flow cytometry.

### Epithelial migration assay

Colonic epithelial cells were isolated as above. Migration of freshly isolated mouse colonic epithelial cells was measured using a migration kit from Chemicon International (Millipore, Billerica, MA; QCM Chemotaxis 8 µm 96-well Cell Migration Assay), according to the manufacturer's instructions. Briefly, 2.5×10^4^ cells were plated in 96-well migration chambers. L-Arg (1.6 mM) was added to the medium in the feeder trays underlying the cell chambers, as well as in the migration chambers. Plates were incubated for 24 h at 37°C in a CO_2_ incubator. Cells and medium from the top side of the migration chambers were discarded and the migration chamber plates were placed on top of new 96-well feeder trays containing 150 µL of cell detachment solution, and incubated for 30 min at 37°C. CyQuant GR Dye was diluted with lysis buffer and added to each well of the feeder trays, and incubated for 15 min at room temperature. 150 µL of the mixture from the feeder trays was transferred to new black 96-well plates and fluorescence was measured at 480 nm and 520 nm in a BioTek Synergy 4 plate reader.

### Statistical analysis

In addition to the microarray analysis, quantitative data are shown as the mean ± SE. Statistical analyses were performed with Prism version 5.0c (GraphPad Software, San Diego, CA). When comparisons between multiple groups were made, analysis of variance with the Student-Newman-Keuls posthoc multiple comparisons test was performed. When comparisons between only 2 groups were made, Student's *t* test was performed. The log-rank (Mantel-Cox) test was used for the survival analysis.

## Results

### DSS-induced colitis alters serum amino acid levels and increases tissue L-arginine uptake

After 7 days of exposure to 4% DSS in the drinking water, there was evidence of histologic injury versus control animals. Representative photomicrographs are shown (Figure 1A). There was a significant, 5.1±1.9–fold increase in L-Arg uptake detected in the DSS tissues *ex vivo* (Figure 1B). In the mice treated with DSS, there was an increase in serum L-Arg, L-Lys, L-Orn, L-Pro, and L-Cit concentrations versus untreated control mice (Figure 1C). However, there was not a significant increase in the AAI (Figure 1E), which takes into account the interaction of L-Orn and L-Lys with the L-Arg transporter CAT2. In parallel with the increases in serum amino acids, there were significant increases in tissue L-Arg, L-Lys, L-Orn, and L-Pro concentrations versus control (*p*<0.05), and a modest increase in L-Cit that was not significant (Figure 1D). There was no significant increase in the tissue AAI (Figure 1F). Taken together these data suggest that there are increases in multiple amino acids in acute DSS colitis, but there is no increase in AAI in either serum or tissue, indicating that L-Arg supplementation could be useful particularly because tissue L-Arg uptake is enhanced.

**Figure 1:**
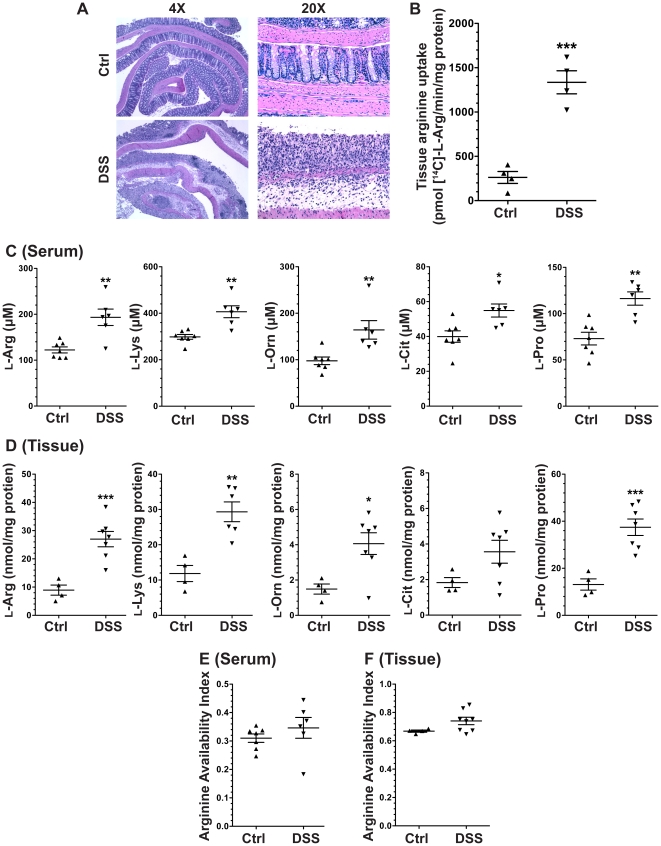
DSS-induced colitis alters serum amino acid levels and increases tissue L-Arg uptake. 7-week-old C57BL/6 mice received 4% DSS in the drinking water or water alone (Ctrl) for 7 days. At sacrifice on day 7, blood was obtained via cardiac puncture. Serum was obtained after 30 min, snap frozen, and the amino acid profile was subsequently assessed by HPLC. The colon was removed and fresh pieces of tissue were obtained to assess the amino acid profile and L-Arg uptake, as described in the Methods. (A) Representative photomicrographs showing presence of colitis after 7 days versus Ctrl. (B) L-Arg uptake in colonic tissue. (C) Serum amino acid levels. (D) Tissue amino acid levels. (E) Serum AAI. (F) Tissue AAI. *n* = 4–8 per group. *p<0.05, **p<0.01, ***p<0.001 vs. control.

### DSS-induced colitis alters L-Arg metabolic pathway mRNA and protein expression

Given the alteration in serum and tissue L-Arg concentrations and the increased L-Arg uptake ability of the colitis tissues, we assessed the gene expression of major contributors to the L-Arg metabolic pathway. After 7 days of DSS treatment, there was a significant increase in the mRNA expression of the inducible L-Arg transporter, CAT2, with a significant decrease in CAT1 (Figure 2A and 2B). The mRNA levels of the L-Arg metabolic enzymes iNOS, Arg1 and Arg2 were all significantly increased (Figure 2C–E), while the level of the downstream enzyme, ODC, was modestly, but not significantly increased (Figure 2F). OAT mRNA expression was significantly decreased (Figure 2G).

**Figure 2:**
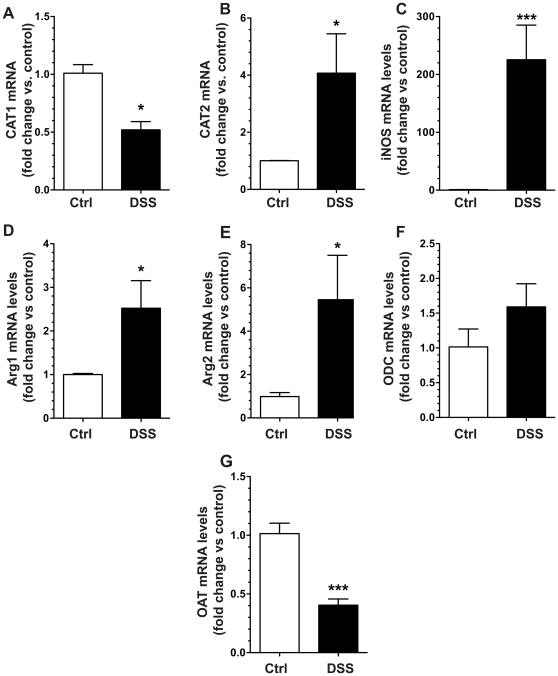
DSS-induced colitis alters mRNA expression of L-Arg metabolic pathway genes. 7-week-old C57BL/6 mice received 4% DSS in the drinking water or water alone (Ctrl) for 7 days. At sacrifice on day 7, the colon was removed and tissues were obtained for RNA isolation and assessment of gene expression by real-time PCR. (A–G) Tissue mRNA expression of L-Arg metabolic pathway genes: L-Arg transporters CAT1 (A) and CAT2 (B), metabolic enzymes iNOS (C), Arg1 (D), and Arg2 (E), as well as the downstream enzymes ODC (F) and OAT (G). *n* = 4–10 per group. *p<0.05, ***p<0.001 vs. control.

When protein expression was assessed after 7 days of DSS in colon tissues by Western blot analysis (Figure 3), we confirmed the decrease in CAT1, and increases in CAT2, iNOS, and Arg2 when compared to control mice. There was a more modest increase in Arg1 and no change in ODC levels (Figure 3).

**Figure 3:**
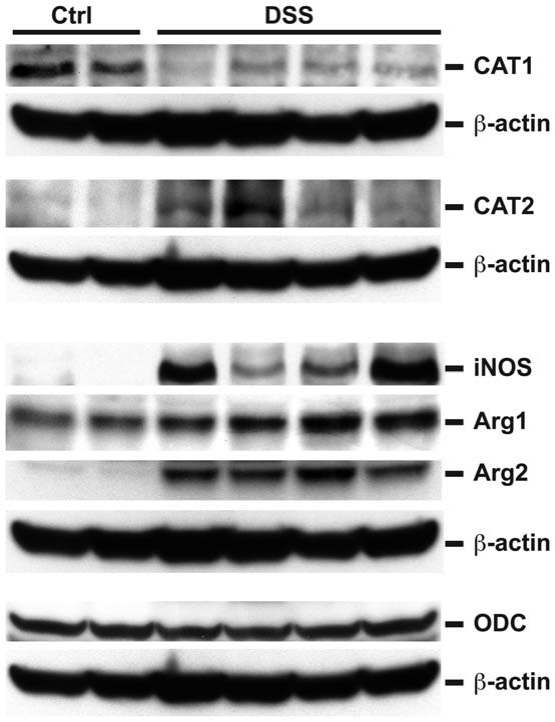
DSS-induced colitis alters L-Arg metabolic pathway protein levels. 7-week-old C57BL/6 mice received 4% DSS in the drinking water or water alone (Ctrl) for 7 days. At sacrifice on day 7, the colon was removed and tissues were obtained for protein isolation and assessment by Western blotting. Each lane represents a different mouse. There were two separate blots that were used, so the appropriate β-actin housekeeping gene control is placed under the blots for the proteins of interest that were performed on those same membranes.

### L-Arg supplementation improves clinical parameters in DSS-induced colitis in WT C57BL/6 mice

Mice were administered 4% DSS in their drinking water for 6 days followed by 4 days of water alone or 1% L-Arg in the drinking water. We followed this protocol of oral administration based on previous protocols from our laboratory and others [25], [53] demonstrating marked effects on colon pathology when L-Arg is added to the drinking water, and evidence that oral amino acid delivery to humans results in rapid and efficient absorption in the small intestine and thus availability for distribution systemically through the circulation [54], [55]. It should be noted that we could not administer the L-Arg during the DSS treatment, as we found that the combination led to precipitation in the drinking water, rendering the combination unreliable. Mice began losing body weight after 5 days of treatment with DSS and in the DSS only group this weight loss reached 10.76±1.01% (89.24±1.01% of starting body weight) by day 7, 16.19±1.18% (83.81±1.18% of starting body weight) by day 8, 19.31±1.42% (80.69±1.42% of starting body weight) by day 9, and 19.99±1.79% (80.01±1.79% of starting body weight) by day 10 (Figure 4A). In contrast, the body weight loss of mice receiving supplemental L-Arg after exposure to 6 days of DSS was only 7.16±0.78% (92.84±0.78% of starting body weight) by day 7, 11.05±1.09% (88.95±1.09% of starting body weight) by day 8, 11.41±1.39% (88.59±1.39% of starting body weight) by day 9, and 10.74±1.51% (89.26±1.51% of starting body weight) by day 10 (Figure 4A). The abrogation of body weight loss by L-Arg supplementation was significantly different at days 7 (*p*<0.01), and 8, 9, and 10 (*p*<0.001 for each) versus the DSS only mice. Mice not given DSS that received L-Arg alone did not exhibit any increase in their body weight, and in fact they showed a modest decrease compared to the control group receiving water alone (Figure 4A). Therefore, the increase in body weight with L-Arg supplementation of the DSS-treated mice is not attributable to a nonspecific effect on weight gain.

**Figure 4 pone-0033546-g004:**
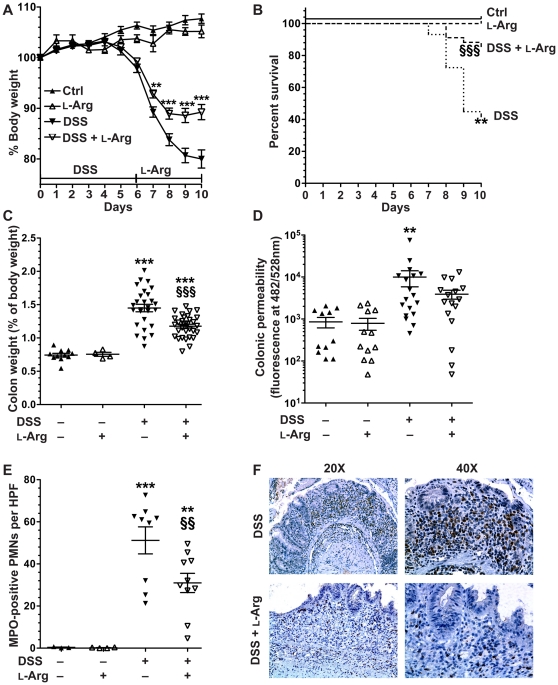
L-arginine improves clinical parameters, mucosal integrity, and PMN inflammatory cell infiltration in DSS-induced colitis. 7-week-old C57BL/6 mice received 4% DSS in the drinking water or water alone (Ctrl) for 6 days, followed by administration of 1% L-Arg in the drinking water, or water alone for 4 days. (A) Body weights of the mice were measured daily and presented as a percentage of their initial body weight. **p<0.01, ***p<0.001 vs. DSS. (B) Survival analysis, with mortality based on >20% body weight loss. **p<0.01 vs. Ctrl. §§§*p*<0.001 vs. DSS. (C) At sacrifice, colons were removed, cleaned, and weighed. The fresh colon weight was determined as a percentage of the total body weight. ***p<0.001 vs. control and §§§*p*<0.001 vs. DSS. In A–C, *n* = 4–11 for controls, *n* = 27–32 for treatments. (D) Prior to sacrifice, mice were anesthetized and given FITC-labeled dextran via rectum. Blood was obtained by cardiac puncture at 2 h. Fluorescence was measured in the serum at 482 nm and 528 nm. In (D), *n* = 4–8 for controls, *n* = 14–16 for treatments. **p<0.01 vs. control. (E) and (F) At sacrifice, colons were removed, cut open longitudinally, cleaned, Swiss-rolled and formalin fixed for future staining with MPO antibody. (E) The number of MPO-positive PMNs per HPF were counted. 20 HPFs per slide were assessed. (F) Representative photomicrographs of MPO staining after DSS treatment alone or DSS followed by L-Arg supplementation. *n* = 4 for controls, *n* = 9–10 for treatments. **p<0.01, ***p<0.001 vs. control. §§*p*<0.01 vs. DSS.

There was also substantially less mortality with L-Arg supplementation (Figure 4B), as survival improved from 41.3% in the DSS group to 85.3% in the DSS+L-Arg group (*p*<0.001). Colon weight as a percentage of total body weight, a gross indicator of inflammation, was markedly increased in the DSS only group (Figure 4C), and this increase was significantly attenuated in the DSS+L-Arg group (*p*<0.001). In addition, the colon weight/colon length ratio, another parameter that quantifies DSS-induced injury, showed a similar increase in the DSS group that was also attenuated in the DSS+L-Arg group (Figure S1).

### L-Arg supplementation abrogates the increased colonic mucosal permeability in response to DSS-induced colitis

Colonic mucosal integrity was assessed by a FITC-dextran permeability assay. There was a significant increase in colonic mucosal permeability after exposure of mice to DSS for 6 days followed by 4 days of water (*p*<0.001), compared to control mice not receiving DSS (Figure 4D). This increase was abrogated in the mice given DSS followed by supplemental L-Arg.

### L-Arg supplementation reduces the MPO-positive cellular infiltrate in DSS-induced colitis

DSS colitis is characterized by infiltration of immune cells in the mucosa and submucosa, epithelial ulceration, and crypt damage [36], [40], [41]. As expected, there was a substantial increase in the colon histologic injury score after treatment with DSS followed by water alone; however, L-Arg supplementation did not lead to a significant difference in the histologic injury score (13.9±1.3 for DSS, and 14.7±1.2 for DSS+L-Arg, data not shown). We therefore assessed the cellular inflammatory infiltrate present in more detail. MPO staining allows for reliable and simple *in situ* quantification of polymorphonuclear cells (PMNs). As shown in Figure 4E and 4F, there was a significant increase in MPO-positive cells in the colon tissue after exposure to DSS compared to control mice (*p*<0.001). Importantly, with DSS followed by L-Arg compared with DSS alone, there was a 39.5±5.5% inhibition in MPO-positive PMNs/HPF (*p*<0.01; Figure 4E).

### Serum L-Arg concentration is no longer increased in a recovery model of DSS-induced injury, while tissue L-Arg and L-Pro remain increased

After 6 days of exposure to 4% DSS in the drinking water followed by 4 days of water there was a modest increase in L-Arg in the serum, but this was not statistically significant, and the small further increase in serum L-Arg with 1% L-Arg in the drinking water was also not significant (Table 1). However, there was a significant increase in serum L-Lys levels in the DSS group (Table 1), which is relevant because L-Lys can function as an endogenous inhibitor of iNOS, as it blocks NO generation via inhibition of L-Arg uptake, as we have demonstrated in macrophages [43] and in colonic epithelial cells (data not shown). Importantly, L-Arg supplementation of mice significantly reduced circulating L-Lys levels (Table 1). However, DSS also led to modest increases in serum L-Orn that were not changed with L-Arg treatment, and for this reason the overall AAI was not increased (Table 1). There were no significant alterations in serum L-Cit or L-Pro levels in the DSS or DSS+L-Arg groups.

**Table 1:** Amino acids in the serum from DSS colitis in the presence or absence of L-Arg.

	Control	Control+l-Arg	DSS	DSS+l-Arg
	*n* = 10	*n* = 8	*n* = 13	*n* = 20
l-Arg	125.0±21.3	119.1±15.8	180.1±26.1	206.2±23.8
l-Lys	309.9±19.6	283.2±15.2	448.7±26.2***	382.1±18.6* §
l-Orn	106.3±20.6	168.3±31.6	203.9±41.2	256.3±53.2
l-Cit	38.9±2.2	40.9±4.0	48.3±4.7	43.6±2.1
l-Pro	75.1±7.1	80.2±4.6	97.9±12.7	94.3±10.3
AAI	0.3±0.1	0.3±0.1	0.3±0.1	0.3±0.1

7-week-old C57BL/6 mice received 4% DSS in the drinking water or water alone for 6 days followed by administration of 1% L-Arg in the drinking water, or water alone for 4 days. At sacrifice on day 10, blood was obtained via cardiac puncture. Amino acids were measured in serum (µmol/Liter) as in Figure 1. *n* = 8–20 per group.

* *p*<0.05,

*** *p*<0.001 vs. control.

§ *p*<0.05 vs. DSS.

When tissue amino acids were measured (Table 2), there was a substantial, 2.7±0.8–fold increase in tissue L-Arg concentration after exposure to DSS versus control tissues (*p*<0.01). There was no enhancement of colon tissue L-Arg levels after oral supplementation. There was a modest increase in tissue AAI with DSS treatment, but this was not significant, most likely due to the increase in L-Lys and L-Orn in some of the mice, even though there was not an overall increase in L-Lys and L-Orn levels. One potentially important finding was that L-Pro was increased in tissues from DSS-treated mice at the 10-day timepoint in this recovery model, as this amino acid has been linked to wound repair due to its role in collagen synthesis [21]. However, L-Arg did not enhance the L-Pro levels, suggesting that L-Arg has additional effects.

**Table 2:** Amino acids in the colonic tissue from DSS colitis in the presence or absence of L-Arg.

	Control	Control+l-Arg	DSS	DSS+l-Arg
	*n* = 10	*n* = 8	*n* = 17	*n* = 14
l-Arg	2.3±0.4	2.6±0.3	6.2±1.1**	5.4±1.3*
l-Lys	5.0±0.9	3.6±0.4	7.3±1.3	5.6±0.9
l-Orn	0.5±0.1	0.8±0.1	0.9±0.2	1.0±0.2
l-Cit	0.7±0.1	1.4±0.3	1.1±0.2	1.0±0.1
l-Pro	2.6±0.5	3.5±0.5	7.0±1.1**	5.3±0.9*
AAI	0.5±0.1	0.6±0.1	0.6±0.1	0.6±0.1

7-week-old C57BL/6 mice received 4% DSS in the drinking water or water alone for 6 days followed by administration of 1% L-Arg in the drinking water, or water alone for 4 days. At sacrifice on day 10, the colon was removed and a fresh piece of tissue was snap frozen. Amino acids were measured in the tissue (µmol/mg protein) as in Figure 1. *n* = 8–17 per group.

* *p*<0.05,

** *p*<0.01 vs. control.

### Sustained induction of CAT2, iNOS, and Arg1, and downregulation of ODC in the DSS injury and repair recovery model

To further examine L-Arg utilization, we conducted mRNA expression studies of relevant genes after 6 days of DSS followed by recovery with water alone or 1% L-Arg for 4 days. At this timepoint, there was no longer a decrease in levels of CAT1 (Figure 5A) that was observed after 7 days of continuous DSS in Figure 2, and CAT2 expression was still significantly increased with DSS alone and with DSS+L-Arg, where a modest further increase was observed (Figure 5B). iNOS (Figure 5C) and Arg1 (Figure 5D) mRNA levels both continued to be upregulated with DSS at the 10-day timepoint in the absence or presence of L-Arg, whereas the small increase in Arg2 levels with DSS was not significant compared to control mice (Figure 5E). The expression of the downstream enzyme ODC was somewhat reduced with DSS, and L-Arg supplementation returned this back to control levels (Figure 5F). Finally, there was a small decrease in OAT expression with DSS alone, but surprisingly, in mice receiving DSS+L-Arg there was a significant reduction in OAT levels (Figure 5G). Because polyamines have been implicated in wound repair, and we previously found an increase in polyamines with L-Arg treatment in the *C. rodentium* model [25], we measured polyamine levels in colonic tissues. There was a significant increase in spermidine levels with DSS treatment with small, not significant increases in putrescine and spermine, with an overall significant increase in total polyamines (Figure 5H). However, L-Arg supplementation did not have any effects on the individual or total polyamine levels, despite the clinical improvement in these mice. Taken together with the amino acid data, these findings suggest that the clinical improvement of the mice in response to L-Arg is not likely due to enhanced generation of polyamines by ODC or L-Pro by OAT, but rather by other aspects of L-Arg metabolism.

**Figure 5 pone-0033546-g005:**
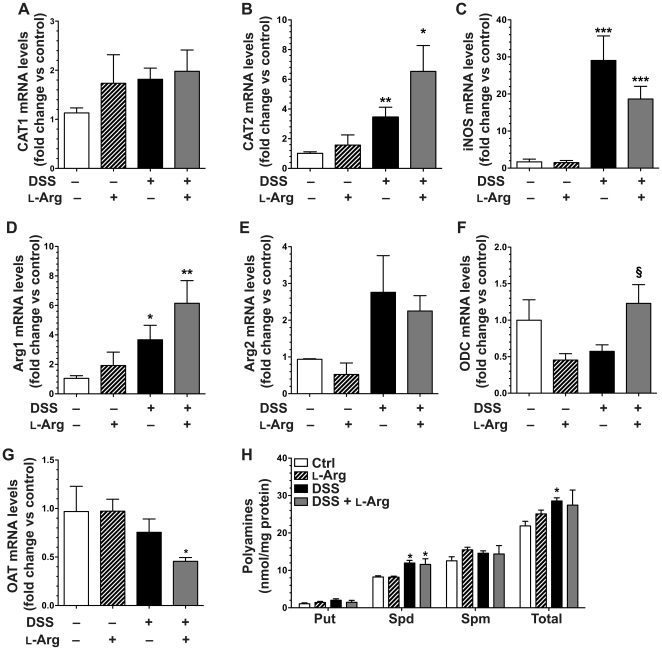
Effect of DSS treatment and L-Arg supplementation on L-Arg metabolic pathways. Mice received 4% DSS ± 1% L-Arg in the drinking water as in Figures 3–4. (A) At sacrifice on day 10, a piece of colon was obtained for RNA isolation or polyamine determination by HPLC. (A–G) Tissue mRNA levels of the genes indicated, as assessed by real-time PCR. (H) Tissue polyamine levels were assessed by HPLC as described in the Methods. *n* = 4–15 per group. *p<0.05, **p<0.01, ***p<0.001 vs. control. §*p*<0.05 vs. DSS.

### Altered tissue chemokine and cytokine levels in DSS return to baseline with L-Arg supplementation

To provide further insight into the immunologic effects of L-Arg treatment that might underlie the clinical improvement in the mice, we conducted analysis of cytokines and chemokines in colon tissue lysates by Luminex assay (Figure 6), using a 23 analyte kit. For IL-12p70, all levels were below the limit of detection. For the remaining analytes, exposure to DSS resulted in a significant increase in the proinflammatory cytokines IL-1α, IL-1β, IL-6, IL-17, G-CSF, GM-CSF, and the proinflammatory chemokines eotaxin-1, KC, MCP-1, MIP-1α, MIP-1β, and RANTES (Figure 6). Importantly, each of these increases with DSS were significantly decreased by L-Arg supplementation (Figure 6). IL-4 was also decreased in the DSS+L-Arg group when compared to DSS alone, but the level of IL-4 was below the limit of detection in control mice, making these data difficult to fully assess. IL-2 and IL-12 p40 were significantly increased after exposure to DSS, but were not significantly altered by L-Arg supplementation (data not shown). Cytokines not altered by exposure to DSS in this assay included IL-3, IL-5, IL-9, IL-10, IL-13, TNF-α, and INF-γ (data not shown).

**Figure 6 pone-0033546-g006:**
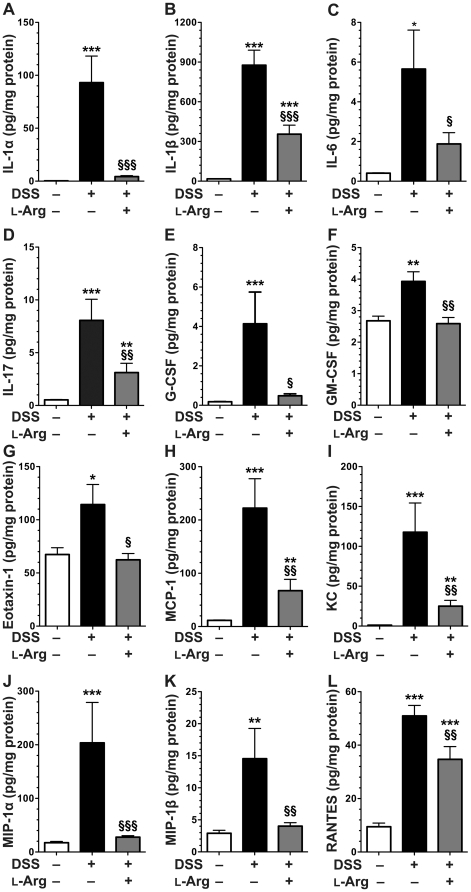
Altered tissue chemokine/cytokine levels in DSS return to baseline with L-Arg supplementation. Mice received 4% DSS ± 1% L-Arg in the drinking water as in Figures 3–[Fig pone-0033546-g004] 5. (A–L) At sacrifice on day 10, the colons were harvested and samples from the proximal and distal end were obtained and snap frozen. They were subsequently lysed in RIPA buffer. Tissue lysates were assessed by BioPlex® multiplex bead-based antibody detection using Luminex technology. Protein concentrations in the lysates were determined using BCA assay for normalization. *n* = 5 mice in control group, *n* = 7–8 mice in treatment groups. *p<0.05, **p<0.01, ***p<0.001 vs. control. §*p*<0.05, §§*p*<0.01, §§§*p*<0.001 vs. DSS.

### Analysis by microarray reveals multiple differentially expressed genes in DSS-induced colitis which are altered with L-Arg supplementation

Having detected substantial differences in cytokines and chemokines, despite a lack of difference in histology, we sought to establish the degree of difference between our experimental groups by a more comprehensive genetic approach, namely comparative transcriptome analysis. Hierarchical clustering was conducted for the same four mouse groups in the 10-day model used in Figures 4 and 5. 

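Expression was measured in colon tissue, a proximal and a distal piece combined by the general methods of the paper, from each of 12 male C57BL/6 mice, 7 weeks old at the start, with 3 mice in each of 4 groups, so the small number of mice limits the precision of every value. DSS, a sulfated polysaccharide that injures the colonic epithelium, was given at 4% in the drinking water for 6 days, and the mice then drank water or 1% L-Arg for 4 days until sacrifice on day 10. The control and control+L-Arg mice received no DSS. RNA of each mouse was hybridized to its own Affymetrix mouse Gene ST array, a chip whose probe sets lie along the whole transcript. The authors' processing notes name Affymetrix Expression Console 1.1 and RMA, which corrects the background, quantile-normalizes the arrays and summarizes the probes of each probe set on the log2 scale. The median over all probe sets lay between 6.49 and 6.64 in the 12 arrays.
Of the 35556 probe sets, 21789 carried exactly 1 gene in the platform table, 1621 carried several, and 12146 were not in that table. Only the first kind was used. Where a gene had more than 1 probe set (999 genes), the brightest over all arrays was kept, which gave 19938 genes. A linear model was fitted to all 12 arrays with limma, with 1 mean per group, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. The thresholds of the study, a p under 0.01 and a fold change over 2, were applied to the same model. The study names SAM for its p values, so SAM and an unequal-variance test were run as alternatives. Between 2 groups SAM gave no adjusted p under 0.1, so a count of 0 genes by SAM decides nothing there. A further 41 gene lists with 861 measured members were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. The lists were written before the data were examined but after the study's tables had been read, so lists on the study's own themes are not independent of it.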

There were 3 mice in each group. When we compared expression values in the 12 samples, the DSS group was markedly distinct from the control or the control+L-Arg groups. 

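Markers of infiltrating myeloid cells separated the DSS mice from the others. Relative to the mean of the control arrays, the median of 22 neutrophil markers was 1.38, 1.08 and 3.38 on the log2 scale in DSS mice 1, 2 and 3, and lay between -0.21 and 0.28 in the control and control+L-Arg mice. The median of 23 monocyte and macrophage markers was 1.03, 1.17 and 1.47 in the same DSS mice, and lay between -0.09 and 0.71 in the mice without DSS. Over all 19938 genes, the mean distance (1 minus Pearson's r) from DSS to control arrays was 0.0248, and that from DSS to control+L-Arg arrays was 0.0255. The distance was 0.00891 among the control arrays and 0.00900 between control and control+L-Arg arrays. The DSS arrays were also spread among themselves, at a mean distance of 0.0184. In the complete-linkage tree, DSS 2 and DSS 3 split from the other 10 arrays, and the array nearest to DSS 1 was DSS+L-Arg 3.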

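In the mice given L-Arg after DSS, the myeloid markers lay close to the control mean. The neutrophil marker median was 0.13 to 0.25 and the monocyte and macrophage marker median 0.19 to 0.30 on the log2 scale in the 3 DSS+L-Arg mice. The mean distance from DSS+L-Arg arrays was 0.0134 to control, 0.0156 to control+L-Arg and 0.0187 to DSS arrays. The log2 ratio of the distance to DSS over that to control was 0.48 ± 0.24 (SD, n = 3 mice). An exact two-sided permutation test of the DSS and control labels gave p = 0.3, and 3 arrays against 3 cannot give less than 0.1. After each gene was centred on its mean the ratio was -0.20, with Euclidean distance it was 0.22, and without DSS 3 it was 0.31. The first principal component held 37.1% of the variance and the second 15.1%.

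**Figure D1:**
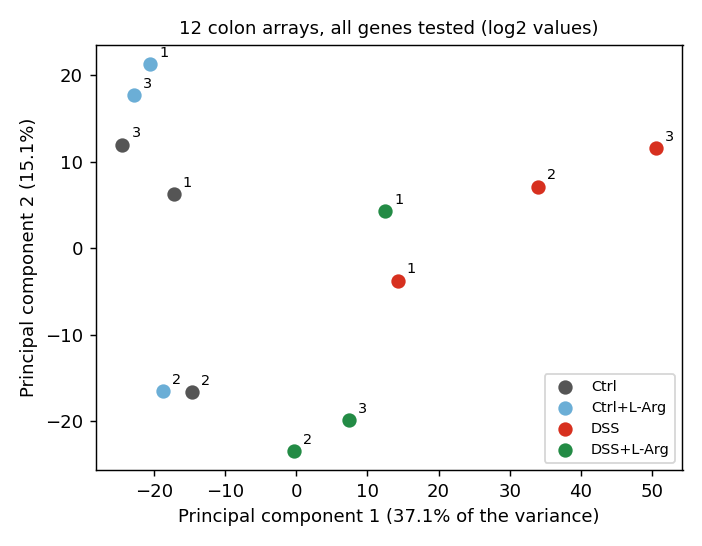
The 12 arrays on the first (x axis) and second (y axis) principal components of the log2 values of all genes tested, each point 1 mouse, numbered within its group and coloured by group (Ctrl is control). The 3 DSS+L-Arg arrays lie between the control and DSS arrays on the x axis, and DSS+L-Arg 1 lies beside DSS 1.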

Importantly, the DSS+L-Arg group segregated closely with the two control groups not receiving DSS, rather than with the DSS group (Figure 7A). 

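With DSS alone, more genes rose than fell by over 2-fold. At an unadjusted p under 0.01 from limma and a fold change over 2, 263 genes were higher and 162 lower in DSS than in control colon. In DSS+L-Arg compared with DSS the balance was the other way, with 22 genes higher and 168 lower. Between control+L-Arg and control, 3 genes differed at these thresholds. These were Serpina3n, a serine protease inhibitor of the acute phase (log2 fold change 1.06), the immunoglobulin light chain segment Igkv9-120 (2.31) and Pate14 (-3.78), 3 genes named here after their values were seen. The Pate14 difference came from control 2 and control 3, with 9.61 and 11.03 on the log2 scale, while control 1 (4.34) lay within the range of the control+L-Arg mice (4.24 to 4.89), and other transcripts of male accessory glands were high in the same control mice. Compared with control+L-Arg, 59 genes were higher and 86 lower in DSS+L-Arg, and compared with control, 39 were higher and 50 lower. With a fold change over 1.5, the counts were 464 higher and 493 lower for DSS versus control, 110 and 305 for DSS+L-Arg versus DSS, and 7 and 11 for control+L-Arg versus control. They were 192 and 249 for DSS+L-Arg versus control+L-Arg, and 102 and 168 for DSS+L-Arg versus control. At an adjusted p under 0.05, limma called no gene for control+L-Arg versus control (lowest adjusted p = 0.999). At an unadjusted p under 0.05 it gave 686 genes, the unequal-variance test 601 and SAM 963, and neither of these called any after adjustment.
Single arrays and the test moved some of the counts over 1.5-fold. Without DSS 1, 269 genes were lower with DSS and 71 higher in DSS+L-Arg than in DSS, and without DSS 2 the latter was 13. For DSS+L-Arg versus control+L-Arg, the 86 lower genes were 45, 199 and 35 without control+L-Arg 1, 2 and 3, and 48 without DSS+L-Arg 1 or DSS+L-Arg 3. For DSS+L-Arg versus control, 25 genes were higher and 28 lower without control 3, and 86 were lower without DSS+L-Arg 2. For control+L-Arg versus control, 29 were higher without control+L-Arg 2, 4 without control 2, 1 without control 3, and 0 without control 1, control+L-Arg 1 or control+L-Arg 3. There, 3 were lower without control+L-Arg 2, 2 without control 3, 1 without control 1, and 0 without any other single array. A fit of these 2 groups with the mouse number as a block, added after seeing the data, gave 1 higher and 1 lower over 2-fold, 1528 genes at an unadjusted p under 0.05 and none after adjustment (lowest adjusted p = 0.503). The unequal-variance test gave 48 higher and 24 lower for DSS versus control, and 1 and 36 for DSS+L-Arg versus DSS.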

We then assessed the differentially expressed genes (DEGs) in different combinations of two group comparisons, examining those with a *p* value<0.01 and a fold change of >1.5 or >2 (Figure 7B). We chose the more stringent criteria with the fold change >2 to proceed with further analysis. 

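Most of the changes in DSS colon were smaller in DSS+L-Arg colon, and 13 genes differed from control in both. Compared with control, DSS+L-Arg colon had higher Mcpt2 and Mcpt1, proteases of mucosal mast cells, with log2 fold changes of 2.52 and 2.25 (adjusted p = 0.033 and 0.045 from limma, n = 3 per group). Retnlb, a goblet cell protein, was higher by 3.36 (adjusted p = 0.038), and Slc34a2, a sodium-phosphate transporter, fell by 2.94 (adjusted p = 0.038). The glutathione transferase Gstt1 fell by 1.36 (adjusted p = 0.035). Gsap was higher by 1.49 (adjusted p = 0.035), and the carboxypeptidase Cpm (-1.60, 0.038), the histone gene H3c4 (-1.54, 0.033) and Nudt10 (-1.23, 0.038) were lower. Of 16 eosinophil and mast cell markers only Mcpt2 and Mcpt1 passed here (4 adjusted over the list alone), and of 19 goblet cell markers only Retnlb (1 adjusted over the list alone), and neither list held with an estimated correlation (camera adjusted p = 0.20 and 0.99). In all, 6 genes were higher and 7 lower at an adjusted p under 0.05, and each was called in the same direction in DSS versus control. At the study's thresholds, 425 genes differed in DSS versus control, and 63 of them differed in the same direction in DSS+L-Arg versus control (24 higher, 39 lower). Independent lists of these sizes would share 0.514 higher and 0.406 lower genes. Both comparisons use the same control arrays, and simulated unchanged groups that share controls gave a mean of 2.44 genes (0 to 7 in 100 simulations). Simulated DSS+L-Arg groups drawn around the DSS means, without an effect of L-Arg, gave a mean of 383. Without control 3, 39 genes were shared, and by the unequal-variance test 7. For the adjusted counts in DSS+L-Arg versus control, leaving out control 1, 2 or 3 gave 3, 1 and 0 higher and 5, 3 and 0 lower, and control+L-Arg 1, 2 or 3 gave 0, 5 and 0 higher and 0, 4 and 0 lower. Leaving out DSS 1 or DSS 3 gave 10 and 20 higher and 16 and 20 lower, DSS+L-Arg 2 gave 1 and 1, and DSS+L-Arg 1 or DSS+L-Arg 3 gave 0 and 0. SAM and the unequal-variance test called 0 genes here (3083 and 1986 at an unadjusted p under 0.05, against 2517 with limma). A block for the mouse number over all groups also called 0, as did a smooth muscle covariate added after seeing the data. Array weights gave 137 higher and 159 lower, and a posterior Hox covariate, also added after seeing the data, 25 and 52.

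**Figure D2:**
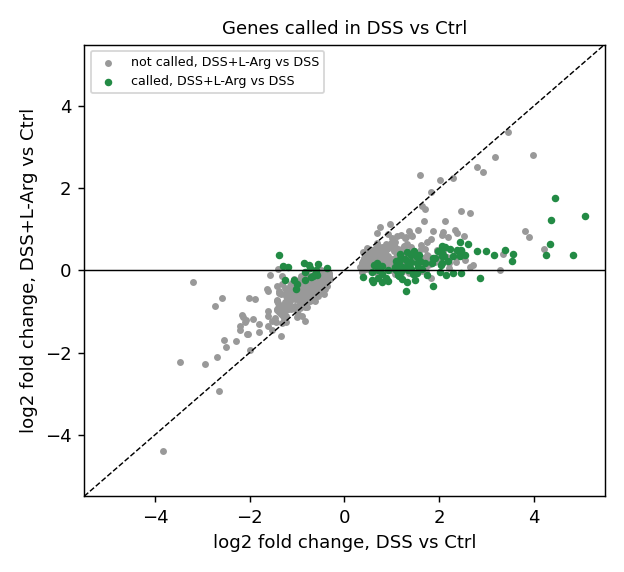
Log2 fold change of DSS versus control (x axis) and of DSS+L-Arg versus control (y axis) for the 803 genes called in DSS versus control, each point 1 gene, green where DSS+L-Arg versus DSS was also called and gray where it was not. Points on the dashed line kept the whole DSS change and points on the horizontal line at 0 had none left. Over the 359 genes higher with DSS a median of 25.6% of the change was left, and over the 444 lower genes 54.4%.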

There were 342 DEGs with DSS versus control, but only 59 of these genes were altered in DSS+L-Arg versus control (Figure S2). 

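In DSS colon, 359 genes were higher and 444 lower than in control at an adjusted p under 0.05 from limma, and in DSS+L-Arg colon 23 were higher and 104 lower than in DSS. The largest increases with DSS were in Mmp13, a collagenase, with a log2 fold change of 5.09 (SE 0.37), and Ngp, a neutrophil granule protein, with 4.82 (SE 0.54). Serpina3n, Saa3 and Lcn2, which encode acute-phase and innate defense proteins, followed with 4.45, 4.38 and 4.34 (adjusted p = 8.6e-06, 0.00024 and 0.0012). Ifitm6, Cxcl2, Lrg1, S100a8 and Retnlg completed the 10 largest, between 3.83 and 4.27. The largest decreases were in Mptx1, a pentraxin of the intestinal epithelium (-3.84), Nxpe2 (-3.48), Car3 (-3.21), Rgs13 (-2.94), Ccn3 (-2.73), the calcium-binding protein S100g (-2.69), Slc34a2 (-2.65), the deiodinase Dio1 (-2.58), Clps (-2.55) and Tppp3 (-2.49). With L-Arg after DSS, Ngp fell by 4.46, Ifitm6 by 3.88 and Mmp13 by 3.77, and Lcn2 fell by 3.70. The prostaglandin synthase Ptgs2 fell by 3.06 and the calprotectin subunit S100a9 by 3.16. The largest increases with L-Arg were in Pla2g3, a secreted phospholipase (1.74), Aldh3b2 (1.39), Ms4a12 (1.27), Chid1 (1.03) and Samd12 (1.02), with Aldh3b3, Ggcx, Tmtc4, Dhcr7 and Rab29 between 0.70 and 0.89.
Of 22 neutrophil markers, 11 rose with DSS and none fell (17 adjusted over the list alone), and 3 fell again with L-Arg (15 adjusted over the list alone). The shift of this list by camera had an adjusted p of 0.053 with DSS and 0.064 with L-Arg with an estimated correlation. Of 23 monocyte and macrophage markers, 15 rose with DSS, including Fcer1g (2.46), Mpeg1 (2.13), Tyrobp (2.10) and Fcgr2b (2.06), and 7 fell with L-Arg (19 and 18 adjusted over the list alone). With an estimated correlation this list's adjusted p was 0.043 and 0.035. Of the 803 genes, all had DSS values apart from the control values, as had 25.0% of all genes, where chance gives 10%. SAM and the unequal-variance test called 0 genes in either comparison, with 3511 and 1976 genes at an unadjusted p under 0.05 for DSS versus control and 1952 and 1156 for DSS+L-Arg versus DSS, against 3899 and 2697 with limma. Without control 1, 2 or 3, 127, 215 and 110 genes were higher with DSS and 135, 257 and 87 lower, without DSS 1 653 and 745, and without DSS 2 225 lower. Whether more genes fell than rose with DSS depended on the setting. Higher genes were more frequent with only the 2 groups in limma (87 and 62) or quantile normalization (433 and 386). The same held with a smooth muscle covariate added after seeing the data (239 and 116). Lower genes were more frequent with array weights (422 and 508) or a posterior Hox covariate, also added then (477 and 725). In DSS+L-Arg versus DSS, leaving out DSS+L-Arg 1, 2 or 3 gave 1, 0 and 2 higher and 20, 18 and 17 lower, and control 1, 2 or 3 gave 5, 8 and 4 higher and 55, 60 and 47 lower. Leaving out control+L-Arg 1 gave 2 and 42, DSS 1 gave 115 and 208, and control+L-Arg 3 or DSS 2 gave 10 and 8 higher.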

The detailed patterns are presented by heatmaps, which clearly demonstrate marked changes with DSS versus control (Figure 7C) and in DSS+L-Arg versus DSS alone (Figure 7D).

**Figure 7 pone-0033546-g007:**
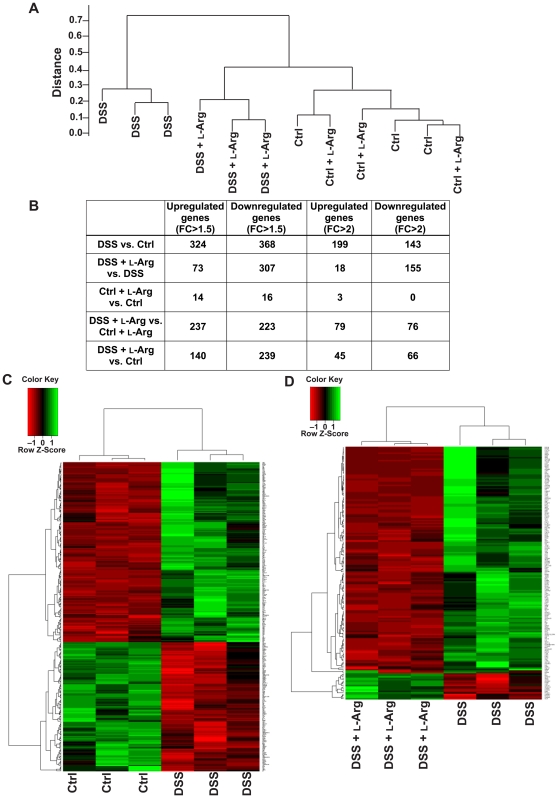
Tissue microarray assessment identifying multiple differentially expressed genes after exposure to DSS. Mice received treatments as in Figures 3–[Fig pone-0033546-g004] [Fig pone-0033546-g005] 6. There were four groups, namely control (Ctrl), receiving water alone; control+L-Arg, receiving water for 6 days and L-Arg for 4 days; DSS, receiving DSS for 6 days and water for 4 days; and DSS+L-Arg, receiving DSS for 6 days and L-Arg for 4 days. At sacrifice, a piece of colon was obtained and placed in RNAlater®. Three samples from each of the four groups were submitted for microarray assessment. (A) Hierarchical clustering of the samples based on >16,000 protein-coding genes. The 12 samples were clustered by the expression values of the probes to examine the inter- and intra-groups relationship of the samples. Note that the DSS group was markedly distinct from the Ctrl or the Ctrl+L-Arg groups, and the DSS+L-Arg group segregated closely with the control groups not receiving DSS, rather than with the DSS group. (B) Table of the number of differentially expressed genes (DEGs) based on *p* value<0.01 and fold change (FC) of >1.5 or >2. (C) Heatmap of the DEGs between the Ctrl and DSS groups. (D) Heatmap of the DEGs between the DSS and DSS+L-Arg groups. Green is increased expression and red is decreased expression.

We performed a more in-depth analysis to identify the pattern of alteration in gene expression related to the treatments given to the mice. 

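Genes with large rises with DSS that fell again with L-Arg included the matrix protease Mmp13, the neutrophil product Ngp and the acute-phase gene Saa3. Whether such groups were enriched among these genes was not tested. Of the 359 genes higher with DSS and the 104 lower with L-Arg after DSS at an adjusted p under 0.05 from limma, 95 were the same genes, where independent lists would share 1.87. Of these, 94 did not pass in the comparison of DSS+L-Arg with control, in which 13 genes did, and they had a median log2 fold change of 1.54 with DSS and -1.46 with L-Arg. A median of 10.2% of their DSS change was left, and 67 of the 94 had a higher mean in DSS+L-Arg than in control. Mmp13, one of them, was still higher by 1.32 with no overlap between the groups (adjusted p = 0.22). The gene that passed was Serpina3n, which was still higher in DSS+L-Arg than in control by 1.76 (adjusted p = 0.038). At the study's thresholds for both steps, 145 genes rose and fell, where independent lists would share 2.22. The DSS arrays enter both steps, and in 100 simulations without an effect of L-Arg no gene followed the pattern of the 94 genes, while none were run for the 145.
The study's list for this pattern holds 132 genes, of which 122 were matched by symbol. All 122 were higher with DSS and lower with L-Arg by their means. Of them 112 were called with DSS, 76 with L-Arg and 74 in both (118 in both adjusted over the list alone), but the list was chosen on these arrays and is not independent evidence of its direction. The largest fold changes in it were in Mmp13 (34.1 with DSS), Ngp (28.3), Serpina3n (21.9), Saa3 (20.8) and Lcn2 (20.2). Among its genes that did not pass for L-Arg were Cxcl13, a B cell chemoattractant, with -3.28 (adjusted p = 0.052), Fcgr3 with -1.62 (0.064), Ciart with -1.20 (0.089) and Ccl8 with -0.92 (0.058). Without DSS+L-Arg 1, 2 or 3, the 94 genes were 20, 18 and 17, without control 1, 2 or 3 46, 55 and 42, without control+L-Arg 1 41 and without DSS 1 190, and the 74 genes were 19, 17 and 17 without DSS+L-Arg 1, 2 or 3, 45, 49 and 41 without control 1, 2 or 3, and 40 without control+L-Arg 1. With only the compared pairs of groups in limma they were 19 and 20, and by SAM or the unequal-variance test 0 and 0.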

With hierarchical clustering using a Pearson correlation, we specifically identified 132 genes upregulated in response to DSS that were downregulated to control levels after L-Arg supplementation (Figure 8A). There were also 27 genes that were downregulated with DSS that returned to control levels in the DSS+L-Arg group (Figure 8B). 

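The genes that fell with DSS and rose again with L-Arg were fewer and changed less. At an adjusted p under 0.05 from limma, 19 genes fell with DSS and rose with L-Arg (independent lists would share 0.512). The DSS arrays enter both steps, so the lists are not independent, and no simulation was run for this count. None of the 19 passed in the comparison of DSS+L-Arg with control. Their median log2 fold change was -0.82 with DSS and 0.70 with L-Arg, with 4.52% of the DSS change left. Pla2g3 fell by 1.37 with DSS (SE 0.24, adjusted p = 0.012), and Ggcx, the gamma-glutamyl carboxylase of vitamin K metabolism, fell by 1.07 (SE 0.15, adjusted p = 0.0042). The study's list for this pattern holds 27 genes, of which 26 were matched by symbol, all in the stated direction by their means. Of these, 24 were called with DSS, 13 with L-Arg and 12 in both (26 adjusted over the list alone), but the list was chosen on these arrays and is not independent evidence. Cox7a1, a subunit of cytochrome c oxidase, had a log2 fold change of -2.02 with DSS (adjusted p = 0.0041) and 1.35 with L-Arg (adjusted p = 0.060). Dio1 had 1.91 with L-Arg (adjusted p = 0.055), the stearoyl-CoA desaturase Scd1 1.19 (0.058) and Syna 0.84 (0.071). The 19 genes were 0, 0 and 2 without DSS+L-Arg 1, 2 and 3, 2, 6 and 2 without control 1, 2 and 3, 2 and 9 without control+L-Arg 1 and 3, and 98 and 7 without DSS 1 and 2. The 12 genes were 0, 0 and 2, 1, 5 and 1, and 2 and 6 without the same arrays of these 3 groups, and 2 and 6 without DSS 2 and DSS 3, and both counts were 0 by SAM, by the unequal-variance test or with only the compared pairs of groups in limma.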

The detailed expression pattern of genes that were altered by DSS and then affected by L-Arg supplementation is presented in a specific heatmap (Figure 8C). 

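For 121 of the 122 matched genes of Table S1 and all 26 of Table S2, the fold changes of the tables equal those of the group means of a probe set to within 0.001. The p values that the tables print equal those of an unequal-variance test of the 2 groups, with a largest gap of 7.8e-06 in Table S1 and 1.3e-05 in Table S2. By these printed p values, 68 of the genes of Table S1 had p under 0.01 with DSS and 56 with L-Arg, and 14 and 9 of those of Table S2. The study's methods also name an analysis of variance over the 4 groups, and in such a test all matched genes of both tables pass 0.01, with a largest p of 0.00474 for the first and 0.00463 for the second table. The median log2 fold change of the Table S1 genes was 1.31 with DSS and -1.11 with L-Arg, with 15.8% of the DSS change left, and those of Table S2 were -0.74 and 0.64.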

As these relationships cannot be directly accessed in the GEO database, Tables S1 and S2 with each gene, its fold change, and *p* value for the two detailed expression patterns are included in the supplemental information.

**Figure 8 pone-0033546-g008:**
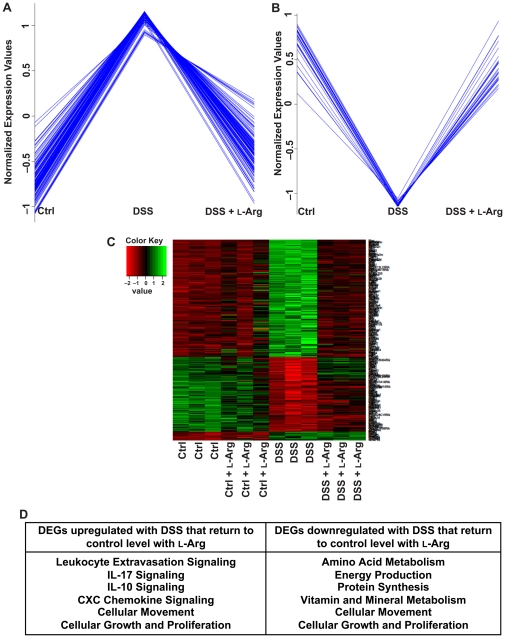
Multiple pathways altered after exposure to DSS return to baseline with L-Arg supplementation. Pathway analysis based on DEGs. (A) 132 genes were found to be upregulated in response to DSS that were subsequently downregulated to control levels after L-Arg supplementation. (B) 27 genes were downregulated in response to DSS and returned to control levels after L-Arg supplementation. (C) Heatmap of the DEGs based on the expression pattern of increased expression after exposure to DSS and decreased expression following L-Arg supplementation. (D) Table showing examples of biologic and signaling pathways, derived from Ingenuity Pathway Analysis, that were found to be affected by these altered gene expression patterns.

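As lists, genes of leukocyte extravasation, IL-17 signaling and wound repair shifted up with DSS and down with L-Arg whichever correlation camera used, though few single members passed with L-Arg, and the lists of IL-10 signaling (with L-Arg) and CXC chemokines (in both steps) were lost with an estimated correlation. Of 33 genes of leukocyte extravasation, 10 rose with DSS and none fell (17 adjusted over the list alone), including the integrin subunits Itgam (log2 fold change 2.03) and Itgb2 (1.66) and the adhesion molecule Icam1 (1.40). With L-Arg, 4 fell (17 adjusted over the list alone), namely Itgam (-1.90), Msn (-1.43), Vcam1 (-0.87) and the signaling protein Vav1 (-0.81). Of 24 genes of IL-17 signaling, 14 rose with DSS and 6 fell with L-Arg (14 and 14 adjusted over the list alone), with medians of 0.89 and -0.84, and the 6 were Mmp13, Lcn2, S100a9, Ptgs2, Mmp3 and Il6. Of 21 genes of IL-10 signaling, 9 rose with DSS, among them Il1r2, a decoy receptor for IL-1 (2.65), and Socs3, a cytokine signaling inhibitor (2.46), and 2 fell with L-Arg, Fcgr2b (-1.70) and Il6 (-1.52) (14 and 10 adjusted over the list alone). Of 21 CXC chemokines and receptors, 7 rose with DSS, led by the neutrophil chemoattractant Cxcl2 (4.21), and 1 fell with L-Arg, Ppbp (-1.62) (9 and 10 adjusted over the list alone).
Of 29 genes of epithelial wound repair and cell movement, 6 rose with DSS and 5 fell with L-Arg (7 and 6 adjusted over the list alone). Plau, the urokinase plasminogen activator, had 2.79 with DSS (SE 0.14, adjusted p = 4.5e-06 from limma) and -2.32 with L-Arg (SE 0.14, adjusted p = 3.5e-05). The growth factors Hgf (1.42 and -1.22) and Nrg1 (1.22 and -1.15) moved with it. Whole tissue was measured, so the fall of this list with L-Arg does not show less movement or repair by epithelial cells. In the paper's assay, isolated epithelial cells migrated more with L-Arg after DSS than with DSS alone. Of 34 genes of cell cycle and proliferation, 1 rose with DSS, the ribonucleotide reductase subunit Rrm2 (1.87), and none passed with L-Arg (1 and 0 adjusted over the list alone), with medians of -0.01 and 0.13 and camera adjusted p of 0.67 and 0.97. The 3 DSS mice differed in these genes (SD 0.95 between their list medians), so a shift in some mice is not excluded. With an estimated correlation, the camera adjusted p with DSS and with L-Arg was 0.043 and 0.029 for leukocyte extravasation, 0.0085 and 0.0068 for IL-17 signaling, 0.043 and 0.064 for IL-10 signaling, 0.069 and 0.071 for CXC chemokines, and 0.0085 and 0.0068 for wound repair. Markers of cell types were tested in the same way. Monocyte and macrophage markers had medians of 1.34 with DSS and -1.08 with L-Arg, and held in both steps with an estimated correlation. Neutrophil markers had a mean shift of 2.09 with DSS, but their list held in neither step with an estimated correlation. Endothelial, fibroblast and smooth muscle lists did not hold either. With DSS, the median of 17 endothelial markers was 0.44 (estimated-correlation adjusted p = 0.36), of 23 fibroblast and matrix genes 0.52 (0.27) and of 15 smooth muscle markers -0.84 (0.43), and with L-Arg they were -0.47 (0.12), -0.54 (0.14) and 0.16 (0.99).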

The pathways enriched with DEGs between DSS+L-Arg and DSS alone included leukocyte extravasation; IL-17, IL-10, and CXC chemokine signaling pathways; cell migration; and cell proliferation (Figure 8D). Also related to our findings of clinical improvement with L-Arg there was a restoration to control levels of DEGs associated with amino acid metabolism, protein synthesis, and energy production.

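Genes that break down branched-chain and other amino acids fell together with DSS. Of 31 such genes, 14 fell and none rose (24 adjusted over the list alone), including Fah, the last enzyme of tyrosine breakdown (log2 fold change -1.29), Abat, the GABA transaminase (-0.96), Hibch of valine breakdown (-0.94) and Mmab of cobalamin metabolism (-0.85). Their median was -0.49 with DSS and 0.31 with L-Arg after DSS. No member rose with L-Arg over all genes tested (11 adjusted over the list alone), and Glud1, glutamate dehydrogenase, fell by 0.40 (adjusted p = 0.049 from limma). With an estimated correlation, camera's adjusted p for this list was 0.0089 with DSS and 0.070 with L-Arg.
For energy production, 3 of 39 nuclear genes of oxidative phosphorylation fell with DSS (3 adjusted over the list alone), among them Cox7a1 and the complex I subunits Ndufa2 (-0.92) and Ndufa1 (-0.58), and none passed with L-Arg (2 adjusted over the list alone). The medians were -0.13 with DSS and 0.09 with L-Arg (camera adjusted p = 0.069 for the latter). Of 17 genes of the TCA cycle, 3 fell with DSS (3 adjusted over the list alone), namely Ogdh (-0.54), Fh1 (-0.46) and Suclg1 (-0.37), and none passed with L-Arg (0 adjusted over the list alone, median 0.15, camera adjusted p = 0.061). Of 23 genes of fatty acid oxidation, Acat1 and Decr1 fell with DSS and Acadl rose (5 lower and 1 higher adjusted over the list alone), and Decr1 alone rose with L-Arg (0.54; 2 higher and 2 lower adjusted over the list alone). For protein synthesis, 1 of 39 mitochondrial ribosomal protein genes fell with DSS, Mrpl14 (-0.58), and none passed with L-Arg (1 adjusted over the list alone, camera adjusted p = 0.11). Of 22 aminoacyl-tRNA synthetases and translation factors, Eif4ebp1 (0.83) and Rars (0.51) rose with DSS and none passed with L-Arg (camera adjusted p = 0.42). With DSS, the estimated-correlation adjusted p was 0.43 for oxidative phosphorylation, 0.082 for the TCA cycle, 0.45 for fatty acid oxidation, 0.51 for mitochondrial ribosomal proteins and 0.28 for translation factors. SAM and the unequal-variance test called 0 genes after adjustment.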

We then used real-time PCR to confirm results obtained from the microarray. Four gene targets from Figure 8A were assessed in the same RNA samples submitted for microarray analysis. The same expression patterns were seen in MMP-3, MMP-10, MMP-13, and IL-16 (Figure S3).

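On the arrays, the transcripts of the stromelysins Mmp3 and Mmp10 and of the collagenase Mmp13 rose with DSS and fell with L-Arg, as did Il6, whereas Il16 did not pass the test in either comparison. Mmp3 was 5.01 ± 0.12 on the log2 scale in control (SD, n = 3 mice), 8.42 ± 0.58 in DSS and 5.51 ± 0.29 in DSS+L-Arg colon. Its log2 fold change was 3.41 with DSS (SE 0.26, adjusted p = 0.00013 from limma) and -2.91 with L-Arg (SE 0.26, adjusted p = 0.00094). Mmp10 changed by 3.16 and -2.78 (SE 0.22, adjusted p = 5.7e-05 and 0.00031). For Mmp13, the collagenase, the L-Arg step was -3.77 (SE 0.37, adjusted p = 0.0013). Il6, a cytokine of the acute inflammatory response, was 3.66 ± 0.22 in control, 5.36 ± 0.13 in DSS and 3.84 ± 0.11 in DSS+L-Arg (SD, n = 3 mice), with log2 fold changes of 1.70 and -1.52 (SE 0.14, adjusted p = 0.00019 and 0.00094). Il16, a chemoattractant of CD4-positive cells, was 6.23 ± 0.24 in control, 6.18 ± 0.02 in DSS and 6.23 ± 0.19 in DSS+L-Arg, with log2 fold changes of -0.04 and 0.04 (SE 0.12, adjusted p = 0.90 for both). Over the alternatives, the adjusted p for Mmp3 with DSS was 1.3e-05 to 0.49, under 0.05 in every limma fit and above it by SAM and the unequal-variance test.

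**Figure D3:**
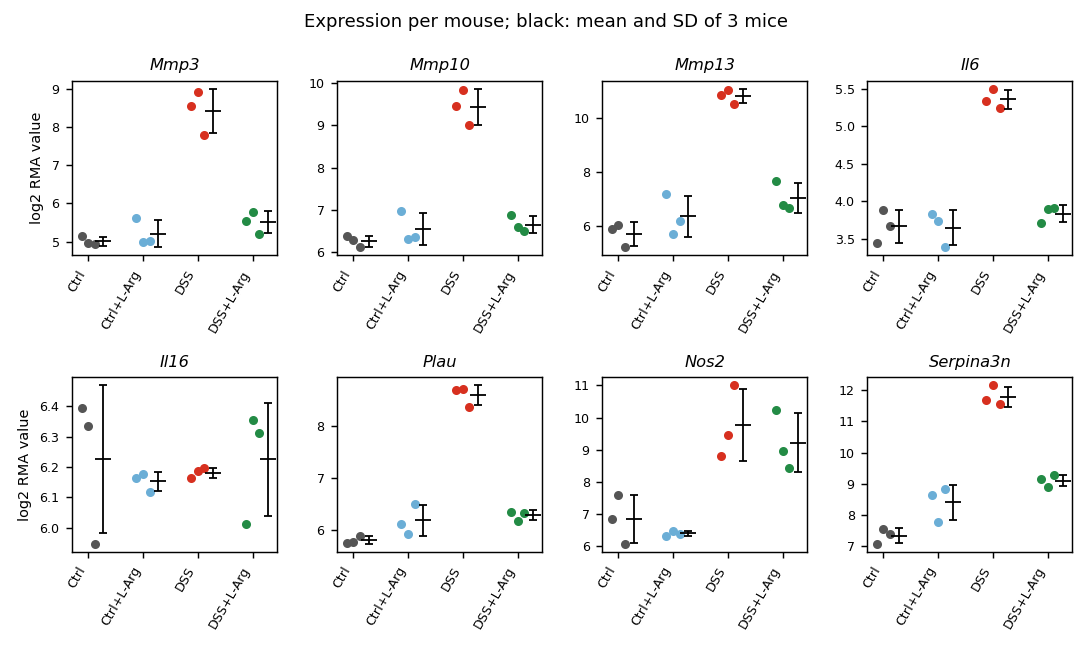
Log2 RMA values (y axis) of 8 genes in the 4 groups (x axis; Ctrl is control), each point 1 mouse, with the mean and SD of 3 mice in black beside the points. The y axes differ between genes and do not start at 0. Mmp3, Mmp10, Mmp13, Il6 and Plau are highest in the DSS mice, Il16 spans a narrow range in all groups, and Nos2 is high with DSS both without and with L-Arg.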

### L-Arg supplementation alters migration, but not proliferation in isolated colonic epithelial cells from DSS-induced colitis

Having noted DEGs related to both cellular movement and growth/proliferation, we performed specific analyses of these events in epithelial cells from colitis tissues. Freshly isolated CECs from mice in the 10-day model were assessed in a migration assay (Figure 9A). This revealed a modest increase in cell migration after exposure to DSS alone, which was not statistically significant compared to control mice. However, there was a further increase in cell migration with L-Arg supplementation after DSS treatment that was significant compared to both the control (*p*<0.01) and DSS only (*p*<0.05) groups (Figure 9A). We also assessed the presence of epithelial cell proliferation by BrdU staining (Figure 9B). There was no significant increase in BrdU^+^/E-cadherin^+^ cells after exposure to DSS or to DSS followed by L-Arg supplementation, when compared to control mice (Figure 9B). Taken together, these data indicate that enhancement of cell migration, rather than cell proliferation, may contribute to the beneficial effects of L-Arg during the recovery phase of DSS colitis, as cell migration is an important component of epithelial wound repair.

**Figure 9:**
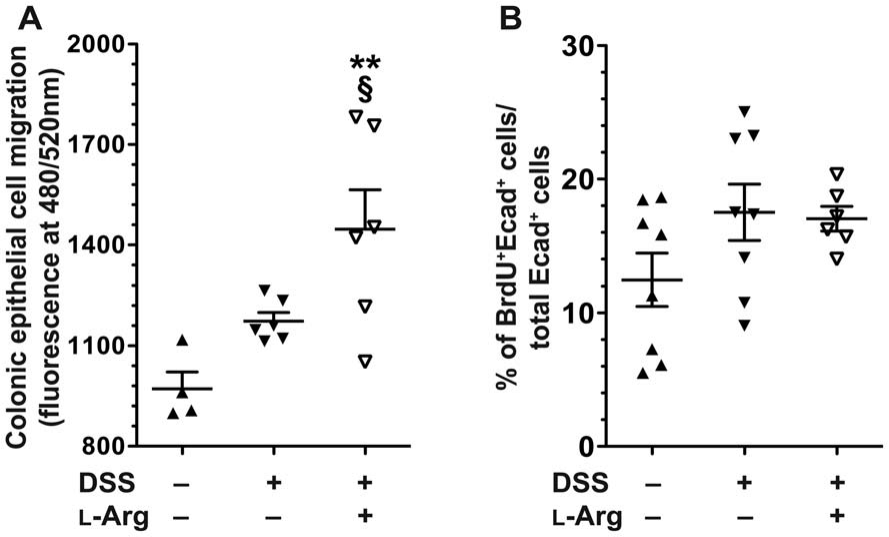
Epithelial cell migration but not proliferation is altered in DSS colitis ± L-Arg. Mice received 4% DSS ± 1% L-Arg in the drinking water as in Figures 3–[Fig pone-0033546-g004] [Fig pone-0033546-g005] [Fig pone-0033546-g006] [Fig pone-0033546-g007] 8. On the day of sacrifice, colons were removed, and epithelial cells were isolated as described in the Methods. (A) Migration assay, performed on freshly isolated CECs, as described in the Methods. (B) On the day of sacrifice, mice were given an i.p. injection of BrdU, CECs were isolated, and stained for BrdU and E-cadherin as described in the Methods. Double-positive cells were detected by flow cytometry. *n* = 4–8 for controls, *n* = 6–8 for treatments. **p<0.01 vs. control. §*p*<0.05 vs. DSS.

### Loss of the clinical benefits of L-Arg supplementation in DSS colitis in mice with iNOS deletion

Because there was no demonstrable effect of L-Arg on ODC/polyamines or OAT/L-Pro, we focused on the other pathway of L-Arg utilization, namely iNOS. We compared WT and iNOS^−/−^ mice that were treated with 4% DSS for 6 days followed by 4 days of water alone or 1% L-Arg. As shown previously in Figure 3, WT mice began losing body weight after 5 days of treatment with DSS and continued to lose weight during the recovery period after discontinuation of DSS on day 6 (Figure 10A). The iNOS^−/−^ mice exposed to DSS exhibited the same pattern of body weight loss as the WT mice out to the 10-day timepoint (Figure 10A). However, the marked attenuation of body weight loss with L-Arg treatment in the WT mice was completely lost in the iNOS^−/−^ mice. While in the WT group the abrogation of body weight loss by L-Arg supplementation was significantly different at days 7, 8, 9, and 10 versus the mice receiving water alone after DSS, there was no effect of L-Arg supplementation in the iNOS^−/−^ mice, such that the mice receiving L-Arg after DSS overlapped with those that did not (Figure 10A). As shown in Figure 10B, there was a significant survival benefit with L-Arg supplementation in the WT mice (consistent with our previous results in Figure 3B), but there was no significant enhancement of survival with L-Arg in iNOS^−/−^ mice compared to WT or iNOS^−/−^ mice exposed to DSS alone. Similarly, the reduction in colon weight with L-Arg treatment of WT mice receiving DSS was also eliminated in the iNOS^−/−^ mice (Figure 10C). Taken together, these data indicate that the clinical amelioration of colitis with L-Arg does not occur in iNOS^−/−^ mice, thus implicating iNOS in the beneficial effects of L-Arg.

**Figure 10:**
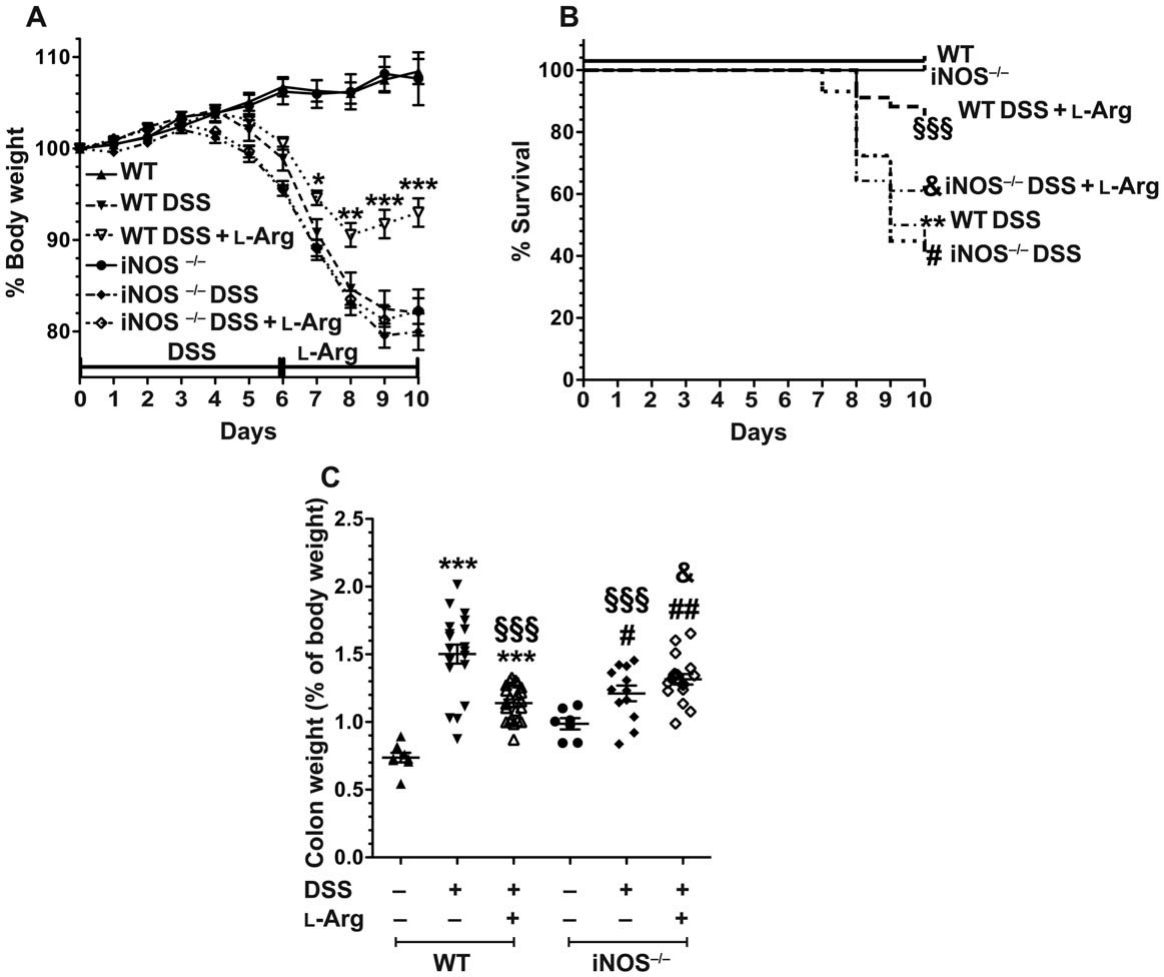
Benefits of L-Arg supplementation in DSS-induced colitis are lost in iNOS^−/−^ mice. 7-week-old WT or iNOS^−/−^ C57BL/6 mice received 4% DSS ± 1% L-Arg in the drinking water as in Figures 3–[Fig pone-0033546-g004] [Fig pone-0033546-g005] [Fig pone-0033546-g006] [Fig pone-0033546-g007] [Fig pone-0033546-g008] 9. (A) Body weights of the mice were measured daily and are presented as a percentage of their initial body weight. *p<0.05, **p<0.01, ***p<0.001 vs. WT DSS. (B) Survival analysis, as in Figure 3. **p<0.01 vs. WT Ctrl; §§§*p*<0.001 vs. WT DSS; **#** *p*<0.05 vs. iNOS^−/−^ Ctrl; &*p*<0.05 vs. WT DSS L-Arg. (C) At sacrifice on day 10, colon weight as a percentage of the total body weight was determined as in Figure 3. ***p<0.001 vs. WT Ctrl; §§§*p*<0.001 vs. WT DSS; **#** *p*<0.05, **##** *p*<0.001 vs. iNOS^−/−^ Ctrl; &*p*<0.05 vs. WT DSS+L-Arg. In (A–C), *n* = 7–8 for controls, *n* = 12–22 for treatments.

## Discussion

The objective of this study was to determine whether L-Arg supplementation could abrogate disease in a murine model of epithelial injury and colitis and thus could have potential as a therapy in human IBD. The DSS model we used has been compared to human UC due to the epithelial destruction and presence of ulcers confined to the mucosa [36]. Moreover, the DSS model provides an opportunity to examine treatments during the recovery phase after withdrawal of the injurious agent, as we performed in the current study. We have now demonstrated that L-Arg supplementation is associated with improvement in clinical measures of colitis, including body weight loss and survival; morphological parameters such as colon weight; inflammatory markers, including proinflammatory cytokine and chemokine production; and epithelial cell migration in response to injury.

We have previously reported that L-Arg supplementation is beneficial in *C. rodentium* infection, but in that model serum L-Arg levels were depleted, whereas in the current work we found that serum L-Arg levels were increased in acute DSS colitis after 7 days of continuous exposure. Similarly, we detected that in human UC patients with severe colitis there were increased serum L-Arg concentrations compared to normal controls [27]. However, relative arginine availability, as calculated by the AAI, was not increased in these human subjects due to the concomitant increase in L-Orn and L-Lys that can act as competitive inhibitors for L-Arg transport by CAT1 or CAT2 at the cell membrane [6], [10], [11], [26]. These human serum findings are comparable to what we observed in the current study in the acute DSS model at the 7-day timepoint, and in the 10-day injury and repair model we detected no increase in the serum AAI. Importantly, there was an increase in tissue L-Arg in the 10-day model, but the tissue AAI was not increased. Interestingly, while there was a beneficial effect of L-Arg treatment, this did not further increase tissue L-Arg levels, suggesting that the additional L-Arg was metabolized. To our knowledge, tissue L-Arg levels have not previously been directly quantified in colon tissues from either animals or humans. We also demonstrate for the first time that the L-Arg transporter, CAT2, is upregulated in DSS colitis tissues in both the acute 7-day model and in the 10-day injury and repair model, while CAT1 is decreased in the first model and not altered in the second. These data indicate that CAT2 is important in colitis, which is supported by our data showing an increase in L-Arg uptake and in tissue L-Arg levels with DSS colitis. Another point raised by the increased L-Arg uptake in colitis tissues is that this occurs despite the fact that DSS induces epithelial injury. This increase may be due to increased L-Arg transport in intact epithelium adjacent to areas of ulceration, as epithelial destruction is only partial in our model [36], and/or uptake by other cells, especially infiltrating macrophages, which we have shown to exhibit increased uptake of L-Arg during mucosal inflammation [43].

Another intriguing finding in our study was a lack of improvement in histologic injury score with L-Arg treatment, despite substantial amelioration of mortality, body weight loss, and colon weight. When we tested the effect of L-Arg at a later time point, namely 6 days of DSS followed by 7 days of L-Arg, there was also improvement in clinical parameters without improvement in histology scores (data not shown). Also, when we tested a higher concentration of L-Arg (5% in the drinking water), the mice did not tolerate this in the control group, and the experiment could not be continued. Similarly, we also observed that in the *C. rodentium* model there was significant improvement in clinical parameters without a substantial effect on histologic score [25].

However, when we specifically analyzed the MPO staining as a marker of PMN infiltration, we found that the marked increase with DSS was significantly attenuated with L-Arg treatment. This is meaningful because neutrophil accumulation has been shown to have an important role in DSS-induced colitis, since the disease can be attenuated when anti-neutrophil serum is administered [56]. These findings suggest that conventional scoring of inflammation by hematoxylin and eosin staining may lack sensitivity to detect differences in specific inflammatory cell infiltrates in this model. Consistent with our MPO data, L-Arg attenuated the increased tissue levels of the PMN growth factors G-CSF and GM-CSF, and several chemokines linked to PMN chemoattraction, such as KC and MIP-1α, in colonic tissue from DSS-treated mice. In particular, the chemokine data provides support for L-Arg as an anti-inflammatory agent, since chemokine expression is recognized as a key early step in the pathophysiology of inflammatory responses to colonic pathogens and has been directly linked to the pathophysiology of human IBD [40]. Our findings that L-Arg also effectively reduced other proinflammatory mediators, such as the innate immune cell products IL-1α, IL-1β, and IL-6, as well as the prototype Th17 cytokine, IL-17, suggest that it may be broadly beneficial in colitis. The effect on IL-17 is particularly noteworthy, as the Th17 subset of lymphocytes is now considered to play an important role in the immunopathogenesis of IBD [57], [58].

An interesting question is whether induction of DSS colitis results in a systemic immune response. To this end, we have conducted Luminex-based profiling of 14 analytes that included a selection of Th1, Th2/Treg, Th17 cytokines, as well as chemokines. We found that 10 of these were significantly increased in colitis tissues in acute colitis (7-day model), namely IFN-γ, TNF-α, IL-1β, IL-6, IL-10, IL-17, MIP-1α, KC, MCP-1, and MIP-1β, demonstrating a mixed picture of Th1/Th17 cytokines plus pro-inflammatory chemokines; when assessed in serum, 6 of these were also increased, specifically IFN-γ, TNF-α, IL-1β, IL-6, KC and MCP-1, suggesting a Th1 bias, and a systemic pro-inflammatory effect (data not shown). Because of the systemic IFN-γ response, we conducted exploratory studies of this prototype Th1 cytokine in splenocytes from mice exposed to DSS for 6 days plus 4 days of recovery, using a standard ex vivo model of culture with anti-CD3 and anti-CD28 followed by activation with phorbol 12-myristate 13-acetate (PMA) and ionomycin. When assessed by flow cytometry, there was a marked increase in intracellular IFN-γ in CD4^+^ lymphocytes from mice receiving DSS that was decreased by 48% in cells from mice receiving L-Arg during the recovery period (data not shown). Taken together, these additional findings indicate further studies of the systemic immune response could be a fruitful area of investigation to enhance the development of rational immunomodulatory therapeutic strategies.

Given the improvement of multiple clinical parameters after L-Arg supplementation, we assessed the potential effect on epithelial migration, proliferation, and mucosal integrity. Our *ex vivo* assessment of freshly isolated CECs showed a modest increase in epithelial migration after exposure to DSS, and a significant further increase with L-Arg supplementation. These data are consistent with unpublished data from our lab using an *in vitro* wound restitution assay in a colonic epithelial cell line demonstrating that L-Arg supplementation improves epithelial wound repair. Polyamines, which are a product of L-Arg metabolism, have been shown to play a role in intestinal cell migration [18], [59]. However, we found that while there was a significant increase in the level of spermidine and the total polyamines in response to DSS exposure, there was not a significant effect of L-Arg supplementation. There was also a decrease in OAT expression, and a modest decrease in L-Pro levels with L-Arg treatment in DSS colitis, also suggesting that L-Arg was not exerting its effects via L-Orn metabolism. We plan to investigate these issues with testing of other amino acids as supplements in the DSS model in our future studies.

Importantly, there was a sustained increase in CAT2 and iNOS mRNA levels in the 10-day model. Moreover, we detected a 7.6–fold increase in iNOS expression with DSS versus control in our microarray analysis (*p*<0.01) that was not decreased with L-Arg (data not shown). 

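Nos2, which encodes iNOS, was 6.83 ± 0.76 on the log2 scale in control (SD, n = 3 mice), 9.76 ± 1.13 in DSS and 9.21 ± 0.92 in DSS+L-Arg colon. The fold change with DSS was 7.63 (log2 fold change 2.93, SE 0.57, adjusted p = 0.017 from limma), and every DSS mouse was above every control mouse. With L-Arg after DSS the log2 fold change was -0.55 (SE 0.57, adjusted p = 0.70). The mice within each DSS group differed, from 8.81 to 11.00 in DSS and from 8.44 to 10.23 in DSS+L-Arg. Over the alternatives, the adjusted p for DSS versus control was 0.0075 to 0.50. It passed 0.05 neither without control 1 (log2 fold change 2.94) or control 3 (2.55), nor with only the 2 groups in limma, SAM, the unequal-variance test (2.93 each) or a smooth muscle covariate added after seeing the data (2.29), and without DSS 3 the L-Arg step was 0.08. Other genes that handle L-arginine moved less. Of 24 genes of L-arginine and polyamine metabolism, Nos2 and the endothelial Nos3 (0.32) rose with DSS, and the ornithine carbamoyltransferase Otc (-2.15) and the creatine synthesis enzyme Gamt (-0.76) fell (6 higher and 5 lower adjusted over the list alone). The calls of Nos3, Otc and Gamt with DSS were lost in 18, 17 and 13 of 24 alternatives, against 6 for Nos2. With L-Arg, the cationic amino acid transporter Slc7a3 rose (0.63, adjusted p = 0.036), a call lost in 13 of 23 alternatives. In this step, 2 genes were higher and 2 lower adjusted over the list alone.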

There is evidence that supports both protective and deleterious roles of iNOS in colonic inflammation including in the DSS model [23], [25], [60], [61]. In our current studies investigating the role of iNOS in the L-Arg effect, we found that iNOS^−/−^ mice no longer exhibited the clinical benefits of L-Arg supplementation in the DSS model. In our previous report, *C. rodentium* colitis was improved by iNOS deletion and L-Arg treatment of iNOS^−/−^ mice led to an additive benefit [25], suggesting that in that colonic infection overproduction of NO can be deleterious, and utilization of L-Arg by alternative pathways is beneficial. However, in the present studies, utilization of L-Arg by the arginase to ODC/OAT pathway is not implicated in the improved response to DSS injury. Consistent with this conclusion, our unpublished data show that mice with heterozygous deletion of ODC exhibit a reduction in colitis induced by DSS when compared to control mice.

Our data raise the question as to how iNOS may mediate the beneficial effects of L-Arg. In some experimental systems there have been reports of NO enhancing epithelial wound repair [18], [62], [63], [64]. Additionally, L-Arg supplementation has been shown to be beneficial in cardiac ischemia, and notably, this has been attributed to possible scavenging of oxyradicals by NO [65]. There also could be inhibitory effects of iNOS on immune cell responses. We have reported that mice infected with the gastric pathogen *Helicobacter pylori* exhibit inverse relationship between gastric macrophage iNOS levels and gastric inflammation [43]. We also showed that mice with deletion of CAT2, which express decreased iNOS in gastric macrophages, exhibit increased gastric inflammation in this model [48].

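Of the 359 genes higher in DSS colon, 277 were closer to control than to DSS colon in the mice given L-Arg, and of the 444 lower genes 196 were. The median share of the DSS change that was left was 25.6% for the higher and 54.4% for the lower genes. Across all 19938 genes, the changes with DSS and with L-Arg after DSS had a correlation of -0.734. Since the DSS arrays enter both, simulated unchanged groups gave -0.5, and the covariance was -0.0841 against -0.0188. Genes are not independent replicates. The paper describes genes upregulated with DSS and downregulated to control levels with L-Arg (Fig. 8A) and genes that were downregulated and returned (Fig. 8B). From its microarray data as a whole it concludes that there is strong evidence for a restored expression of numerous genes with L-Arg. It relates the return of genes of amino acid metabolism, protein synthesis and energy production to the clinical improvement.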

Our microarray data provide strong evidence that L-Arg treatment restores aberrant expression of numerous genes that are upregulated or downregulated with DSS colitis. The specific implication of leukocyte extravasation may be related to the inhibitory effect of iNOS on adhesion of leukocytes to endothelial cells [66], and could have therapeutic relevance considering findings that intestinal microvascular endothelial cells from IBD patients exhibit reduced iNOS expression and a hyperadhesive phenotype [67]. 

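Most of the matrix metalloproteinases and inhibitors tested rose with DSS. Of 21 measured members, 13 rose with DSS and none fell (14 higher and 1 lower adjusted over the list alone), and 8 fell with L-Arg after DSS and none rose (14 adjusted over the list alone). The median log2 fold change was 1.15 with DSS and -1.02 with L-Arg. Mmp8, the neutrophil collagenase, had 3.55 with DSS (SE 0.64, adjusted p = 0.013 from limma) and -3.31 with L-Arg (SE 0.64, adjusted p = 0.048). The shift of the list by limma's camera had an adjusted p of 0.0041 with DSS and 0.0011 with L-Arg with an estimated correlation.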

The additional pathways implicated in the microarray studies represent specific targets for additional future studies, especially genes implicated in cell migration, including the matrix metalloproteinases, some of which we confirmed in Figure S3.

In summary, the present study provides *in vivo* evidence that L-Arg can improve clinical and biochemical parameters in a murine colitis model of injury and repair with similarities to human UC. The substantial effects of L-Arg on inflammatory mediators and on signaling pathways suggests the potential for broad applicability in other models, such as chronic models of colitis and colitis-associated carcinoma.

## Supporting Information

Figure S1 **L-Arg improves colon weight to length ratio in DSS colitis.** 7-week-old C57BL/6 mice received 4% DSS ± 1% L-Arg in the drinking water as in Figure 3. The fresh colon weight in relation to colon length is shown for the same mice in Figure 3C. ***p<0.001 vs. control and §§§*p*<0.001 vs. DSS. *n* = 4–11 for controls, *n* = 27–32 for treatments.
(TIF) Click here for additional data file.

Figure S2 **Venn diagram for the DEGs identified from the DSS vs. Control, DSS+L-Arg vs. Control, and DSS+L-Arg vs. DSS groups.** The red, blue and green circles represent the number of DEGs for the group comparisons indicated. The colored numbers within the circles represent the number of DEGs unique to that comparison. The black numbers in the intersecting regions represent genes that exhibit shared differential expression between the overlapping groups.
(TIF) Click here for additional data file.

Figure S3 **Confirmation of microarray gene expression data.** 7-week-old C57BL/6 mice received 4% DSS ± 1% L-Arg in the drinking water as in Figures 3–[Fig pone-0033546-g004] [Fig pone-0033546-g005] [Fig pone-0033546-g006] [Fig pone-0033546-g007] [Fig pone-0033546-g008] 9. At sacrifice on day 10, the colon was removed and a fresh piece of tissue was obtained for RNA isolation. Confirmation of the gene expression values by real-time PCR was performed on the same RNA samples that were used for the microarray analysis. (A–D) MMP-3, MMP-10, MMP-13 and IL-6 followed the same gene expression pattern as in the microarray. *p<0.05, **p<0.01, ***p<0.001 vs. control. §§*p*<0.01, §§§*p*<0.001 vs. DSS.
(TIF) Click here for additional data file.

Table S1 **Expression values for genes following the pattern of increased in DSS and normalized with L-Arg treatment.** Expression levels, fold changes, and *p* values are shown.
(XLS) Click here for additional data file.

Table S2 **Expression values for genes following the pattern of decreased in DSS and normalized with L-Arg treatment.** Expression levels, fold changes, and *p* values are shown.
(XLS) Click here for additional data file.

Methods S1 **Detailed methods for assessment of RNA quality and for transcriptome analysis by microarray.**
(DOC) Click here for additional data file.

# Supplementary material for: L-arginine Supplementation Improves Responses to Injury and Inflammation in Dextran Sulfate Sodium Colitis
**Source:** PLoS One. 2012 Mar 12;7(3):e33546. doi: 10.1371/journal.pone.0033546
**Supplement:** Methods S1 — Detailed methods for assessment of RNA quality and for transcriptome analysis by microarray.

**Supplemental Methods**

**Method S1.**

**Detailed microarray methods**

RNA samples were prepared from colon tissues as described above and submitted to the Vanderbilt Genomics Sciences Resource where they underwent quality analysis as follows. The sample was quantified in 10 mM Tris on the [Nanodrop ND-1000 spectrophotometer](http://www.nanodrop.com/nd-1000-overview.html) (Thermo Scientific, Willmington, DE) according to the manufacturer’s protocols. In addition to concentration, this instrument reports the 260/280 absorption ratio, which can be an important indicator of hidden contaminants. Each sample was then analyzed for integrity using the [Agilent 2100 Bioanalyzer](http://www.chem.agilent.com/Scripts/PDS.asp?lPage=51) (Agilent Technologies, Santa Clara, CA) according to the manufacturer’s protocols. This instrument produces an electropherogram that allows detection of contaminants or degradation, and allows calculation of the 28s:18s ratio. The Agilent 2100 Bioanalyzer assigns an integrity score, the RNA Integrity Number (RIN), from 1 to 10. For microarray work, it is recommended that all samples have a minimum score of 7.0, and all of our samples had a RIN of > 9.

Affymetrix Whole Transcript Sense reactions, using the Ambion Whole Transcript Reaction kit (catalogue number 4411974, Santa Clara, CA), were assembled and run following the manufacturer’s protocol. Briefly, a sample mix of 100 ng total RNA, and poly-A spike in controls (included in Affymetrix Whole Transcript Terminal Labeling Kit, catalogue number 901524), were brought to a 5 l final volume with nuclease free H2O. First Strand Synthesis Master mix was added to the sample mix and incubated at 25ºC for 1 h, followed by incubation at 42ºC for 1 h. Incubations were followed by cooling to 4ºC for 2 min. Subsequently, Second Strand Synthesis Master mix was added to the sample mix, and incubated at 16ºC for 1 h. The reaction was heat inactivated by a 10 min incubation at 65ºC. The resulting cDNA was then processed in a 16 h *in vitro* transcription reaction to generate cRNA. The cRNA was used in a first strand synthesis reaction to generate a target of the correct sense for hybridization to the Affymetrix Gene and Exon array. The Second Cycle cDNA synthesis reaction was set up with 10 g cRNA, random hexamer, and first strand synthesis reagents to make cDNA. The cDNA target was then treated with Rnase H to remove template RNA and purified over a kit-supplied column, or Agencourt SPRI beads, following the manufacturer’s protocol (RNAClean). A total of 5.5 g of the clean cDNA target was then enzymatically fragmented and end-labeled using the Affymetrix kit reagents. The cRNA, cDNA, and fragmented and end-labeled target were assessed by Agilent bioanalysis to insure that the amplified target met the recommended smear range, and that fragmentation and end-labeling were complete. For both Exon and Gene arrays, the requisite amount of target was then added to the hybridization cocktail to give a final target concentration of 25 ng/l in the hybridization cocktail, per the Affymetrix specifications. The target in the hybridization cocktail was heat denatured at 99ºC for 5 min, cooled to 45ºC for 5 min, centrifuged and then loaded on the Affymetrix cartridge array for a hybridization period of 16 h at 45ºC, with rotation of 60 rpm in the Affymetrix Model 645 Hybridization Oven. A total of 2 g of fragmented, labeled target was hybridized to the array. The cartridge array was washed and stained per standard Affymetrix Protocols using Affymetrix Hybridization Wash and Stain kit reagents on the Affymetrix Fluidics Station 450, using script FS450_0007 for Gene Arrays. After washing and staining, the array was scanned in an Affymetrix 7G plus scanner using AGCC v. 1.1 and then analyzed with Affymetrix Expression Console v. 1.1 using an RMA normalization algorithm producing log base 2 results.

How the deposited data were processed for this re-analysis (not part of the article)

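Gene expression was measured in colon tissue of 12 mice on Affymetrix mouse Gene ST arrays, with 1 array per mouse and 3 mice in each of the control, control+L-Arg, DSS and DSS+L-Arg groups. Groups and mouse numbers were taken from the submitters' labels and matched to the groups of the paper. The authors made the table with Affymetrix Expression Console 1.1 and RMA, as their processing notes state, and the notes name genome build mm9. The values are log2 signals per probe set as deposited by the authors, who corrected them for background, quantile-normalized them over the arrays and summarized them by RMA. Quantile normalization gives all arrays nearly the same distribution, so a change shared by most genes would not show. Arrays have no read depth, and the number of mice limits the precision. The arrays of a group differed from each other by over 0.01 on the log2 scale in at least 95.1% of the genes, so no array repeats another.

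The 35556 probe sets were joined to genes through the platform table, and probe sets with several genes (1621) or absent from that table (12146) were left out. Where a gene had several probe sets, the one with the highest mean was kept. Of the 19938 genes, 19856 had an Entrez identifier in the reference gene table, which was used for names alone, since its assembly differs from mm9. No coordinates are given.

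Genes were tested with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 12 arrays (8 residual degrees of freedom, and 3.37 prior degrees of freedom). The 5 comparisons between groups and the difference between the effects of L-Arg with and without DSS were contrasts of this model. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested, and at the thresholds of the study (p under 0.01, fold change over 2 or over 1.5). Of 937 genes written in 41 lists, which cover cell types, signaling pathways, matrix turnover, metabolism, translation and the position along the colon, 861 were measured. The lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, which tests whether a list's genes move one way without comparing them to other genes. Distances between arrays were 1 minus Pearson's r over all genes, joined by complete linkage. The paper names complete linkage for the clustering of arrays, and its text does not name the distance. Text tables were read with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

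Before the data were examined, a rule fixed which genes are named. For the comparisons of DSS with control and of DSS+L-Arg with DSS, these are the 10 genes with the largest increase and the 10 with the largest decrease among called genes whose groups do not overlap, and for the other comparisons the 5 in each direction. In each list, up to 4 called members with the largest change are named. The rule also takes the genes that the paper names for its arrays, its RT-PCR or its Luminex assay, of which some are not reported here and some Luminex analytes are left out for length, and the 5 genes with the largest fold change in each of Tables S1 and S2, whose values had been seen, and up to 4 of their genes that were not called.

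The alternatives were a fit of only the groups compared, a block for the mouse number, centring of the arrays on their medians, a further quantile normalization, leaving out genes that were not above the 30th percentile of all values in at least 3 arrays, the mean of a gene's probe sets, a trended and robust prior, array weights, an unequal-variance test, SAM with all label orders, an estimated correlation or fry for lists, other distances for the clustering, and leaving out each array in turn. Leaving out an array leaves 2 in its group, and limma then takes its spread from all groups. Covariates for posterior Hox genes and for smooth muscle markers, and a block for the mouse number in a fit of only control and control+L-Arg, were added after seeing the data. The submitters' labels number the mice 1 to 3 in each group and do not say that the numbers pair mice. Only between control and control+L-Arg did every same-numbered pair deviate together from the group means (correlations of 0.205, 0.477 and 0.261). Control 3 correlated slightly more with control+L-Arg 1 (0.272), and posterior Hox genes were low in mouse 2 of both groups (-0.82 and -0.541). The pairing is thus an assumption taken from the data, and it was tried in that comparison alone. The pipeline was tested on simulated data with the spread and size of these arrays, in which 200 of 19938 genes were changed. With DSS compared with control, limma recovered 29 of 67 genes changed 1.5-fold (43.3%), 54 of 67 changed 2-fold (80.6%) and 66 of 66 changed 4-fold, with 7 false calls. At an adjusted p under 0.05 the unequal-variance test recovered 0, 1 and 22 of these, and SAM 0, 0 and 0. With a simulated shift of 0.5 on the log2 scale, camera recovered 2 of 2 lists and called 0 of the others, with either correlation. RT-PCR, Luminex, histology and cell assays of the paper are not analysed here.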

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

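Of the tests in this part, those with covariates, the splits that part same-numbered pairs and that of the share of epithelium were chosen only after the results were seen.

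The effect of L-Arg differed between mice with and without DSS, by limma's test of the difference itself, in 15 genes at an adjusted p under 0.05, 2 higher and 13 lower. The log2 difference was -4.42 for Mmp13, -3.75 for Serpina3n, -3.10 for Mmp3, -3.07 for Mmp10, -2.70 for Plau, -2.43 for Cp, -2.33 for Cemip, -2.30 for Ms4a4a, -2.10 for Ptges, -1.57 for C1s1, -1.51 for Il6, -1.34 for Aoah, -1.29 for Nrg1, 0.94 for Lyrm7 and 2.37 for Pla2g3, with adjusted p from 0.0003 (Plau and Ms4a4a) to 0.036 (Cp and Lyrm7). The count moved with single arrays. The higher and lower genes were 24 and 111 without control+L-Arg 2, 13 and 40 without DSS 1, 19 and 63 without DSS 3, and 2 and 21 without DSS 2. They were 1 and 6, 0 and 8, and 0 and 5 without control 1, 2 and 3, 0 and 7 without control+L-Arg 1 or 3, and 1 and 8, 0 and 6, and 0 and 4 without DSS+L-Arg 1, 2 and 3. SAM called 0 higher and 2 lower genes (2166 at an unadjusted p under 0.05), and the unequal-variance test 0 (1414), against 2154 with limma. The limma fit and the regroupings took no account of the same-numbered pairs of control and control+L-Arg mice. Regroupings that part these pairs were run for control+L-Arg versus control alone. Of 100 regroupings of the arrays, 6 gave a count as large, so chance cannot be excluded for this count. Whether the pairing raised the other counts was not tested. The highest of the others, 207 genes, keeps the DSS and the DSS+L-Arg arrays together under exchanged labels and mixes control with control+L-Arg arrays, so it holds the difference between DSS+L-Arg and DSS along with a structure among the mice without DSS.

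Gene lists outside the themes that the paper takes from its arrays also shifted, and held with an estimated correlation. The median log2 fold change of monocyte and macrophage markers was 1.34 with DSS and -1.08 with L-Arg after DSS (camera adjusted p = 0.043 and 0.035 with an estimated correlation). Acute-phase and complement genes had medians of 1.20 and -0.89 (0.0091 and 0.016), CC chemokines and receptors 0.33 with DSS (0.043) and antimicrobial genes of the colon epithelium 0.25 with DSS (0.043).

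The genes that rose with DSS and came back with L-Arg (94) were weighed against technical explanations. In 100 simulations without an effect of L-Arg, the DSS arrays shared by both steps gave 0 such genes. On the real arrays, a false split of the DSS and DSS+L-Arg arrays still called 29 genes in the L-Arg step. Whether the simulations hold such a structure among the mice was not tested, so they do not exclude the shared arrays as a part of the cause. With the posterior Hox genes as a covariate for the place along the colon or the share of RNA from the distal piece, the median log2 fold change with DSS was 1.55 (1.54 without it) and 77 of the genes were still called in both steps, and with smooth muscle markers as a covariate for the depth of the tissue piece it was 1.64, with 80 genes, which argues against either as the whole cause. A lower share of epithelium would raise all other cell types alike, and neutrophil markers shifted by 2.95 more than smooth muscle markers (SE 0.817). These lists had the largest and smallest mean shift with DSS (2.09 and -0.86) of the other cell types compared, and the SE does not allow for that choice. A lower share of epithelium together with infiltration was not tested, so this gap does not exclude it as a part of the cause. A change in the number of infiltrating myeloid cells and a change of expression within cells both stay open as hypotheses, since whole tissue was measured and nothing in the tables separates them.

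Other groupings of the arrays bear on the counts as follows. Of 100 regroupings each, 1 (the real one) gave a count as large for the 94 genes (highest other 80) and the 19 genes that fell and came back (16). Chance is thus unlikely for these counts, but the highest others came close and 100 regroupings do not exclude it. The real grouping was also the only one to reach the 74 genes of Table S1 (highest other 65) and the 12 of Table S2 (10). These genes were chosen on the same arrays, so that comparison decides nothing. The 63 genes shared by DSS versus control and DSS+L-Arg versus control were reached by 4 of 100 (highest other 167). That makes chance unlikely for them without excluding it. For comparisons of 2 groups of 3 arrays, the 10 possible splits are too few. There, the real count and the highest other were 803 and 0 genes for DSS versus control (425 and 64 at the study's thresholds, 30 and 22 lists), 127 and 29 for DSS+L-Arg versus DSS (190 and 129, 18 and 19 lists) and 0 and 0 for control+L-Arg versus control (3 and 78). They were 61 and 0 for DSS+L-Arg versus control+L-Arg (145 and 74) and 13 and 0 for DSS+L-Arg versus control (89 and 92). The 78 genes came from control 1, control 2 and control+L-Arg 2 against the rest, and the 92 from control 2, DSS+L-Arg 2 and DSS+L-Arg 3 against the rest, arrays that include those lowest in posterior Hox genes, so some arrays share a structure that is not their treatment. Of the 4 splits of control and control+L-Arg that part all 3 same-numbered pairs, the highest other than the real one gave 3 genes at the study's thresholds.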

How the results depend on the processing

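The covariate fits and the block of only control and control+L-Arg were chosen only after the results were seen. No called result of a single gene (192 of 726) or of a list (48 of 82) turned its direction under any alternative. Of 192 called gene results, 0 were kept under all alternatives and 41 under all but SAM and the unequal-variance test, and of 48 called list results 16 were kept under all. The counts rest on few mice. At an adjusted p under 0.05, the unequal-variance test had little power at 3 against 3 in the simulated data. SAM recovered 0 of 66 simulated genes changed 4-fold. Its lowest adjusted p was the same, 0.1, for DSS versus control, DSS+L-Arg versus DSS and DSS+L-Arg versus control+L-Arg. Its 0 calls between 2 groups, and the 0 gene results kept under all alternatives, thus decide nothing. At the study's thresholds for DSS versus control, the unequal-variance test recovered 25 of 67 simulated genes changed 2-fold and 63 of 66 changed 4-fold. With limma these were 32 and 66. The real DSS arrays were more spread than the control arrays (mean distance 0.0184 and 0.00891), and power under such unequal spread was not examined separately. The simulated power thus does not decide why the unequal-variance test gave lower counts at those thresholds. For the other changes below the cause was not tested, apart from leaving out arrays or groups, which lowers the degrees of freedom. Over all groups the numbers of the mice do not pair them (median correlation of same-numbered arrays -0.0248, of other arrays 0.011, and 6 of 12 arrays correlated best with their own number). Between control and control+L-Arg alone, all 3 same-numbered pairs deviated together.

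SAM gave 0 for every adjusted count below except 2 lower genes for the difference in L-Arg effects, and 0 for the lower genes of control+L-Arg versus control at the study's thresholds. The unequal-variance test gave 0 for every adjusted count, and at the study's thresholds 48 higher and 24 lower (DSS versus control), 1 and 36 (DSS+L-Arg versus DSS), 0 and 0 (control+L-Arg versus control), 36 and 12 (DSS+L-Arg versus control+L-Arg), 11 and 10 (DSS+L-Arg versus control) and 7 in both. With only the groups compared, the counts were 87 and 62, 0 and 26, 85 and 32, and 14 and 11 for DSS versus control, DSS+L-Arg versus DSS, DSS+L-Arg versus control+L-Arg and DSS+L-Arg versus control, 1 and 0 for control+L-Arg versus control at the study's thresholds, 19 and 0 genes that came back, and 20 and 0 of Tables S1 and S2. Nos2 with DSS stayed at 2.93 in these 3 settings and no longer passed.

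With array weights, the counts were 237 and 154 for DSS+L-Arg versus control+L-Arg, 137 and 159 for DSS+L-Arg versus control, 22 and 71 for the difference in L-Arg effects and 7 for Table S2. At the study's thresholds, they were 12 higher for DSS+L-Arg versus DSS, 4 and 0 for control+L-Arg versus control, 131 lower for DSS+L-Arg versus control+L-Arg and 77 lower for DSS+L-Arg versus control. The difference in L-Arg effects gave 4 and 20 with centring on medians, 20 lower with the mean of probe sets and 1 higher with quantile normalization. The 1 lower gene of control+L-Arg versus control became 0 with the dim genes left out, quantile normalization and the trended and robust prior. A replicate block in a fit of only control and control+L-Arg, added after seeing the data, called 0 and 0 genes (1528 at an unadjusted p under 0.05, lowest adjusted p = 0.503), and 1 higher and 1 lower at the study's thresholds. The replicate block over all groups gave 19 and 10 for DSS+L-Arg versus control+L-Arg and 0 and 0 for DSS+L-Arg versus control. For lists, the estimated correlation gave 10 (DSS versus control) and 6 (DSS+L-Arg versus DSS), and fry 19 and 14. The log2 distance ratio was 0.22 with Euclidean distance and turned to -0.20 with gene-centred values.

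The posterior Hox covariate gave 725 lower for DSS versus control, 0 lower for control+L-Arg versus control at the study's thresholds, 40 lower for DSS+L-Arg versus control+L-Arg, 25 and 52 for DSS+L-Arg versus control (100 lower at the study's thresholds), 4 higher for the difference in L-Arg effects and 123 in both. The smooth muscle covariate gave 239 and 116 for DSS versus control, 41 and 217 for DSS+L-Arg versus DSS, 0 and 0 for DSS+L-Arg versus control+L-Arg (33 and 20 at the study's thresholds) and for DSS+L-Arg versus control (21 lower at the study's thresholds), 1 higher for control+L-Arg versus control at the study's thresholds, 16 and 100 for the difference in L-Arg effects, 32 in both, 167 genes that rose and came back, and 2.29 for Nos2, no longer passing.

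Leaving out 1 array at a time gave these ranges, higher and then lower. DSS versus control had 110 to 653 and 87 to 745 (210 to 340 and 127 to 269 at the study's thresholds), the lowest without control 3 and the highest without DSS 1 for the adjusted counts. DSS+L-Arg versus DSS had 0 to 115 and 17 to 208 (13 to 71 and 134 to 226), control+L-Arg versus control 0 and 0 to 1 (0 to 29 and 0 to 3), DSS+L-Arg versus control+L-Arg 0 to 135 and 0 to 101 (46 to 68 and 35 to 199), DSS+L-Arg versus control 0 to 20 and 0 to 20 (25 to 45 and 28 to 86) and the difference in L-Arg effects 0 to 24 and 4 to 111. The genes in both had 39 to 80, those that came back 17 to 190 and 0 to 98, those of Table S1 17 to 94 and of Table S2 0 to 16. The shifted lists had 28 to 30 and 17 to 20, the distance ratio 0.31 to 0.71, and Nos2 2.31 to 3.40 with DSS and -1.05 to 0.08 with L-Arg.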

Differences from the paper's values

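No test in this part was chosen after the results were seen. Counts are listed as different only where their ratio to the paper's count reached 1.5, so a closed gap means a smaller ratio and not an equal count. Smaller gaps, as between the paper's count for DSS versus control and the 425 genes here, are not listed. In Fig. 7B, read by eye, the paper's count of genes higher by over 1.5-fold in DSS+L-Arg than in DSS is about 73, and it was 110 here. With only the 2 groups compared, quantile normalization, the dim genes left out, the mean of probe sets, the trended and robust prior, array weights or SAM, all set before the data were examined, the gap closed. With the replicate block, centring on medians or the unequal-variance test it did not. For genes higher by over 1.5-fold in control+L-Arg than in control, the paper's count is about 14 in Fig. 7B, read by eye, and it was 7 here. SAM closed the gap, and none of the other alternatives set before the data were examined did. For genes lower by over 2-fold in the same comparison, the paper's count is about 0 in Fig. 7B, read by eye, and it was 1 here. Only the 2 groups compared, quantile normalization, the dim genes left out, the trended and robust prior, array weights, the unequal-variance test and SAM gave 0, and the replicate block, centring on medians and the mean of probe sets did not.

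The tree of Fig. 7A sets the DSS group apart from the other groups. Here, DSS 1 clustered with the arrays of the other 3 groups, apart from DSS 2 and DSS 3, with 1 minus Pearson's r and with Euclidean distance, and with Spearman's rho or gene-centred values the 3 DSS arrays clustered with DSS+L-Arg 1, apart from 8 others. The paper's text names IL-16 among the genes measured by RT-PCR on the same RNA, while its primers and Fig. S3 name IL-6. On the arrays Il16 changed by -0.04 with DSS and 0.04 with L-Arg, and Il6 by 1.70 and -1.52, so the pattern that the paper describes was seen for Il6. The paper lists cell proliferation among the enriched pathways, and of 34 genes of cell cycle and proliferation none passed with L-Arg after DSS (camera adjusted p = 0.97), though the DSS mice differed among themselves (SD 0.95 between list medians) and the pathway tool of the paper uses other gene sets. It also states a return to control levels for genes of protein synthesis and energy production, and with L-Arg none of 39 mitochondrial ribosomal protein genes, 22 translation genes, 39 oxidative phosphorylation genes and 17 TCA cycle genes passed over all genes tested. Of 23 fatty acid oxidation genes, Decr1 of Table S2 passed in both steps, with -0.71 with DSS (adjusted p = 0.0054 from limma) and 0.54 with L-Arg (adjusted p = 0.047). Of the genes of Table S2 in the former groups, Cox7a1 had 1.35 with L-Arg (adjusted p = 0.060 from limma) and Mrpl14 -0.58 with DSS and 0.52 with L-Arg (adjusted p = 0.058), both in the paper's direction and close to the threshold. The methods name SAM for the p values, while the p values printed in Tables S1 and S2 equal those of the unequal-variance test to within 7.8e-06 and 1.3e-05. In a test over the 4 groups, which the methods also name, all matched genes of both tables pass the threshold of 0.01.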

Other observations

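Of the tests in this part, those of the noise of dim genes, of 1 mouse and of a response to L-Arg itself were chosen only after the results were seen.

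Single members of several gene groups outside the paper's themes changed in these mice. Glutathione and xenobiotic enzymes fell with DSS in 7 of 30 members and rose in none (9 lower and 1 higher adjusted over the list alone), led by Gstt1 (log2 fold change -2.21), Gstm3 (-1.61) and Gstm6 (-1.43), and 2 of those that fell, Gstm2 (0.66) and Gstt3 (0.52), rose with L-Arg (7 higher and 2 lower adjusted over the list alone). The list's camera adjusted p with DSS was 0.11 with an estimated correlation. Tuft and enteroendocrine markers fell in 3 of 20 with DSS (4 adjusted over the list alone), all of tuft cells, namely Trpm5 (-1.27), Dclk1 (-1.24) and Pou2f3 (-0.78), with an adjusted p of 0.27 for the list with an estimated correlation. Of 16 eosinophil and mast cell markers, 3 rose with DSS and none fell (4 adjusted over the list alone), Mcpt2 (2.81), Il5ra (2.37) and Mcpt1 (2.31), with an adjusted p of 0.13 for the list with an estimated correlation. None of these passed with L-Arg, where Mcpt2 and Mcpt1 remained higher than in control. Of 17 acute-phase and complement genes, 9 rose with DSS (12 adjusted over the list alone) and 5 fell with L-Arg (10 adjusted over the list alone), including Cp (-2.26), Saa3 (-3.15) and Lcn2 (-3.70).

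Genes of cholesterol and lipid synthesis had mean changes of opposite sign with L-Arg in mice with and without DSS, though neither list held with an estimated correlation. After DSS, all 25 measured members had positive changes with a median of 0.34, and 2 passed over all genes tested, Dhcr7 (0.77) and Tm7sf2 (0.58) (11 adjusted over the list alone). Without DSS, all 25 had negative changes with a median of -0.26, and none passed over all genes (7 lower adjusted over the list alone). The camera adjusted p with an estimated correlation was 0.070 and 0.13 for these, and 0.026 for the difference between the L-Arg effects (median 0.69). Compared with control+L-Arg, DSS+L-Arg colon had higher Insig1 (1.18), Mvd (0.98), Msmo1 (0.95) and Hmgcs1 (0.93), and also Clca4b (3.21), Retnlb (3.02), Mfsd2a (3.00), Mcpt2 (2.42), Capg (2.10), Duoxa2 (2.02) and Duox2 (1.61), with lower Igkv9-120 (-3.58), Slc34a2 (-2.78), B3galt2 (-1.55), Capsl (-1.43) and Ugt2b35 (-1.39). In this comparison limma called 40 genes higher and 21 lower, and 0 and 0 without control+L-Arg 1 or 3 or DSS+L-Arg 1 or 3. It called 89 and 101 without control+L-Arg 2, 84 and 33 without DSS 1, 135 and 71 without DSS 3, 4 and 1 without DSS+L-Arg 2, and 13 and 2, 6 and 4, and 15 and 1 without control 1, 2 and 3. SAM and the unequal-variance test called 0 and 0 (2831 and 1816 genes at an unadjusted p under 0.05, against 3101 with limma).

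Genes that the paper measured by other assays had these array values. Among the analytes of its Luminex assay, Il6 passed in both steps, with log2 fold changes of 1.70 with DSS and -1.52 with L-Arg after DSS. Ccl2 (1.24, adjusted p = 0.014 from limma), Cxcl1 (0.65, 0.013), Csf3 (0.71, 0.022) and Il5 (0.47, 0.021) passed with DSS, and with L-Arg they had -1.02 (0.087), -0.50 (0.096), -0.42 (0.25) and -0.17 (0.46). Il1b, Il1a and Ccl3 did not pass in either step but had large changes with a wide spread, of 3.10 (0.078), 2.75 (0.10) and 3.12 (0.13) with DSS and -2.52 (0.26), -2.68 (0.22) and -3.16 (0.24) with L-Arg. Tnf had 1.43 (0.050) and -0.44 (0.62), Il17a -0.09 (0.70) and 0.05 (0.86), and Ifng 0.07 (0.74) and 0.04 (0.87). For its RT-PCR of L-Arg pathways, Slc7a2 had 0.58 with DSS (adjusted p = 0.094) and -0.66 with L-Arg (0.15), Oat -0.78 (0.058) and 0.28 (0.57), Odc1 -0.57 (0.36) and 0.11 (0.90), and Slc7a1 0.14 (0.63) and -0.11 (0.77).

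Transcripts of male accessory glands, chosen after their values were seen, were high in single control mice. The seminal vesicle genes Svs2, Svs5, Svs4 and Svs6 were 11.77, 11.79, 9.67 and 9.66 on the log2 scale in control 2, where the next highest arrays had 7.32, 7.20, 5.60 and 4.65. The prostate genes Pbsn, Tgm4 and Tcaf3 were 7.71, 9.40 and 9.11 in control 3, and 3.52, 5.24 and 5.30 in the next highest arrays. Pate14 was high in both (9.61 and 11.03, against 4.89 in the next).

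The posterior Hox genes of the distal colon differed between arrays of one group, with medians from -1.10 (control 2) to 0.59 (control 3) relative to the control mean within the control group. Noise of dim genes would not move the 8 genes together, but their median correlation after group means were taken off was 0.836. The paper's methods combine 1 proximal and 1 distal piece of 2 mm² of each colon, so each array would hold both regions. If the places or the share of RNA from the distal piece differed, the distal markers Scnn1b, Scnn1g and Atp12a should follow, and 9 of 12 pairs of arrays within groups were in the same order (exact one-sided permutation p = 0.0965). A difference in the place or in the share of RNA from each piece is thus a possible explanation that stays open.

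Interferon response genes were higher with L-Arg after DSS, with a median log2 fold change of 0.75 over 20 genes of which none passed over all genes (9 adjusted over the list alone), though the camera adjusted p of 1.7e-07 was 0.29 with an estimated correlation. A single mouse is unlikely to be the whole cause, since the lowest median without 1 array was 0.57 (without DSS+L-Arg 1). A response to L-Arg itself cannot be told apart from other differences between these mice, since the median without DSS was 0.03 with a standard error of 0.398 for the gap between means. Whether it reflects biology thus stays open.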
